# REV-ERBα influences the stability and nuclear localization of the glucocorticoid receptor

**DOI:** 10.1242/jcs.190959

**Published:** 2016-11-01

**Authors:** Takashi Okabe, Rohit Chavan, Sara S. Fonseca Costa, Andrea Brenna, Jürgen A. Ripperger, Urs Albrecht

**Keywords:** Nuclear receptor, Circadian clock, Glucocorticoid receptor, REV-ERBα, HSP90

## Abstract

REV-ERBα (encoded by *Nr1d1*) is a nuclear receptor that is part of the circadian clock mechanism and regulates metabolism and inflammatory processes. The glucocorticoid receptor (GR, encoded by *Nr3c1*) influences similar processes, but is not part of the circadian clock, although glucocorticoid signaling affects resetting of the circadian clock in peripheral tissues. Because of their similar impact on physiological processes, we studied the interplay between these two nuclear receptors. We found that REV-ERBα binds to the C-terminal portion and GR to the N-terminal portion of HSP90α and HSP90β, a chaperone responsible for the activation of proteins to ensure survival of a cell. The presence of REV-ERBα influences the stability and nuclear localization of GR by an unknown mechanism, thereby affecting expression of GR target genes, such as IκBα (*Nfkbia*) and alcohol dehydrogenase 1 (*Adh1*). Our findings highlight an important interplay between two nuclear receptors that influence the transcriptional potential of each other. This indicates that the transcriptional landscape is strongly dependent on dynamic processes at the protein level.

## Abstract (precis)

**Summary:** Nuclear localization of the glucocorticoid receptor that is dependent on the time of day is altered at the post-translational level by the absence of REV-ERBα, affecting expression GR target genes.

## INTRODUCTION

In mammals, the circadian clock system regulates many physiological, biochemical and behavioral processes with the suprachiasmatic nuclei (SCN) as the main coordinating entity to synchronize all cellular clocks in the body (Panda et al., 2002; Reppert and Weaver, 2002). At the cellular level, the circadian clock mechanism is controlled by genetically determined networks of transcription–translation feedback loops involving clock genes, including period (*Per*, for which there are three genes *Per1–Per3*), cryptochrome 1 and 2 (*Cry1* and *Cry2*), *Bmal1* (also known as *Arntl*) and *Clock* (Reppert and Weaver, 2001). The transcription factors CLOCK and BMAL1 heterodimerize and activate the expression of *Per* and *Cry* genes by binding to E-box elements in their promoters. CRY and PER proteins form oligomers that are transported from the cytoplasm to the nucleus, where they repress their own transcription by inhibiting BMAL1–CLOCK activity. BMAL1–CLOCK also induces the expression of the nuclear receptor REV-ERBα (also known as NR1D1), which represses the transcription of *Bmal1* through direct binding to a REV-ERBα response element (RORE) within the *Bmal1* promoter (Buhr and Takahashi, 2013). *Rev-erbα* (*Nr1d1*) is expressed in a variety of tissue types, including brown fat, skeletal muscle and liver (Woldt et al., 2013; Everett and Lazar, 2014). In addition to its action in the circadian clock mechanism, REV-ERBα has been implicated in adipogenesis (Kumar et al., 2010; Laitinen et al., 2015), muscle differentiation (Downes et al., 1995), liver metabolism (Bugge et al., 2012; Cho et al., 2012) and neurogenesis (Schnell et al., 2014).

The glucocorticoid receptor (GR, encoded by *Nr3c1*) belongs to the superfamily of steroid, thyroid and retinoid acid receptor proteins that function as ligand-dependent transcription factors (Evans, 1988). A common feature of GR is an obligate interaction with heat-shock protein 90 (HSP90α and HSP90β, hereafter HSP90) before hormone-dependent activation (Kirschke et al., 2014) and this interaction is also known to be important in regulating GR stability (Siriani et al., 2005; Sultana et al., 2013). Upon binding its cognate ligand (glucocorticoids), GR undergoes conformational changes, dissociates from HSP90 binding, and subsequently translocates to the nucleus and binds to conserved palindromic DNA sequences, the glucocorticoid responsive element (GRE) (Berg, 1989). Depending on the target gene, hormone-activated GR can stimulate or inhibit gene transcription and direct binding of activated GR on GRE is the main mechanism of regulation associated with glucocorticoid-mediated transactivation (De Bosscher et al., 2003). For example, GR exerts anti-inflammatory action in part by antagonizing nuclear factor κB (NF-κB), which is known to activate genes coding for pro-inflammatory cytokines such as tumor necrosis factor (TNF) (De Bosscher et al., 2000) through the upregulation of the expression of the NF-κB inhibitor IκB proteins (Scheinman et al., 1995; Almawi and Melemedjian, 2002). Recent studies have also indicated that GR can bind as a monomer or homodimer to target genes, depending on absence or presence of glucocorticoids (Lim et al., 2015).

A role of REV-ERBα in inflammation has been reported (Gibbs et al., 2012, 2014), and REV-ERBα appears to regulate NF-κB-responsive genes in human vascular smooth muscle cells (Migita et al., 2004). Overexpression of REV-ERBα upregulates inflammatory markers, like IL-6 and COX-2, as well as nuclear translocation of NF-κB (Migita et al., 2004), suggesting that REV-ERBα might play an important role in the regulation of NF-κB responsive genes. Among NF-κB controlled genes, TNF plays a crucial role in alcohol liver diseases (Beier and McClain, 2010; Gao et al., 2011). Ethanol increases NF-κB activation through reactive oxygen species (ROS)-dependent pathways (Wang et al., 2015) and production of TNF in hepatocytes is controlled by the transcriptional activation of NF-κB through the degradation of IκBα (Fan et al., 2004).

Given that REV-ERBα might be involved in regulation of NF-κB and that GR exerts anti-inflammatory functions through the upregulation of the expression of IκBα, the correlation between REV-ERBα and GR is of particular interest. Therefore, we studied the relationship between REV-ERBα and GR. Here, we show that REV-ERBα and GR bind to HSP90 at different sites, affecting their stability and subcellular localization by unknown mechanisms. As a consequence the regulation of target genes is affected.

## RESULTS

### REV-ERBα influences the GR at the protein but not at the transcript level

In order to test the possibility of whether GR and REV-ERBα influence each other, we tested the expression of GR in *Rev-erbα^−/−^* animals and compared it with the expression in wild-type (WT) animals using liver extracts. Western blotting revealed that GR protein was expressed in an almost constant manner over 1 day in the liver and that this expression was strongly increased in *Rev-erbα^−/−^* livers (Fig. 1A). Quantification of several experiments indicated that this increase was statistically significant at the time points zeitgebertime (ZT) 0, 12 and 18, where ZT0 is lights on and ZT12 is lights off (Fig. 1B). This suggests that *Rev-erbα* affects GR protein accumulation.

**Fig. 1.**
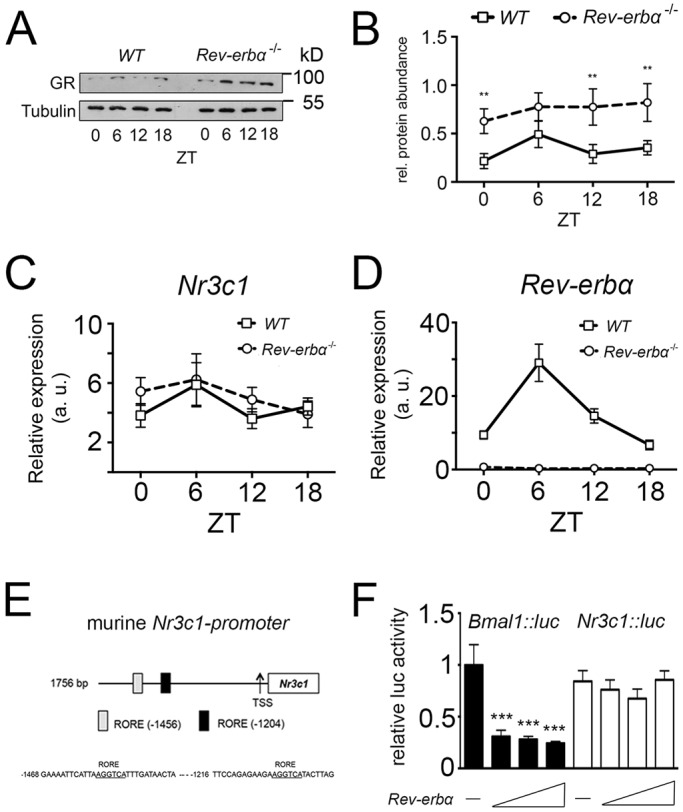
**GR protein, but not mRNA, is highly expressed in *Rev-Erbα^−/−^* mice.** (A) Western blots of liver extracts from wild-type (WT) and *Rev-erbα*^−/−^ mice showing expression of GR and tubulin using their respective antibodies. Liver whole-cell lysates were extracted from wild-type and *Rev-erbα*^−/−^ mice every 6 h, beginning at Zeitgeber time (ZT) 0 for one 24-h cycle. (B) Quantification of the GR signal normalized to tubulin (mean±s.d., *n*=3). **P<0.01 (two-way ANOVA). (C) Quantification of glucocorticoid receptor (*Nr3c1*) mRNA in the liver. Liver total RNA was extracted from wild-type and *Rev-erbα*^−/−^ mice every 6 h, beginning at ZT0 for one 24-h cycle, and *Nr3c1* transcripts were quantified (mean±s.d., *n*=3). (D) Quantification of *Rev-erbα* (*Nr1d1*) mRNA in the liver. Liver total RNA was extracted from wild-type and *Rev-erbα*^−/−^ mice every 6 h, beginning at ZT0 for one 24-h cycle, and *Rev-erbα* transcripts were quantified (mean±s.d., *n*=3). (E) Schematic representation of murine *Nr3c1* promoter with its two REV-ERBα response elements (ROREs). (F) Luciferase assay of *Nr3c1::luc* reporter constructs with *Rev-erbα* overexpression plasmids in NIH3T3 cells. *Bmal1::luc* was used as a positive control (mean±s.d., *n*=3). ***P<0.001 (one-way ANOVA with Bonferroni post-test).

As a next step, we tested the possibility that REV-ERBα regulates the expression of GR (*Nr3c1*) at the transcriptional level. Therefore, we extracted mRNA from livers of wild-type and *Rev-erbα^−/−^* mice. Quantitative real-time PCR (qRT-PCR) revealed that the level of *Nr3c1* mRNA was similar in wild-type and *Rev-erbα^−/−^* livers (Fig. 1C), whereas *Rev-erbα* mRNA was absent in the *Rev-erbα^−/−^* animals (Fig. 1D). Given that the murine *Nr3c1* promoter contains REV-ERBα-binding sites (ROREs, Fig. 1E), we tested whether this promoter cloned in front of a luciferase reporter gene (*Nr3c1::luc*) was repressed by REV-ERBα in a transfection experiment using NIH3T3 cells. We observed that increasing concentrations of *Rev-erbα* expression vector did not lead to a reduction of luciferase activity when using the *Nr3c1::luc* reporter in contrast to the positive control *Bmal1::luc* reporter (Fig. 1F). This result indicates that the *Nr3c1* promoter is not directly regulated by the repressor activity of REV-ERBα, which is consistent with the unaltered levels of *Nr3c1* mRNA in *Rev-erbα^−/−^* mice (Fig. 1C). Therefore, the increase in GR protein in the liver of *Rev-erbα^−/−^* animals probably occurs post-transcriptionally and/or post-translationally.

### GR and REV-ERBα both bind to HSP90 affecting GR stability

Lack of the *Rev-erbα* gene leads to increased GR protein in the liver (Fig. 1A). If REV-ERBα affected GR levels post-transcriptionally, overexpression of *Rev-erbα* would lead to a reduction of GR protein. In order to test this hypothesis, we overexpressed differing amounts of REV-ERBα in NIH 3T3 cells. We observed that increasing amounts of REV-ERBα protein lead to a reduction of GR protein in these cells as revealed by western blotting (Fig. 2A). One explanation for this might be that GR is less stable in presence of excess REV-ERBα. Because HSP90 interacts with GR and thereby stabilizes it (Siriani et al., 2005; Sultana et al., 2013), we hypothesized that REV-ERBα might also bind to HSP90 and modulate GR stability. Therefore, we immunoprecipitated HSP90 in presence of increasing amounts of REV-ERBα, and tested the amounts of REV-ERBα and GR, respectively, that were co-precipitated with HSP90 by western blotting (Fig. 2B). Interestingly, increasing amounts of REV-ERBα reduced the amount of GR that was co-precipitated with HSP90 and increased the amount of REV-ERBα that was co-precipitated with HSP90 in a dose-dependent manner (Fig. 2B). Consistent with these observations, we found that the amount of HSP90 immunoprecipitated GR was increased in liver extracts from *Rev-erbα^−/−^* compared to wild-type animals (Fig. 2C). Therefore, it is very likely that REV-ERBα modulates GR levels by binding to HSP90. In order to test whether REV-ERBα binding to HSP90 had an influence on the stability of GR, we treated NIH 3T3 cells with cycloheximide, a translation inhibitor, in presence of endogenous REV-ERBα (Fig. 2D, top, left side) and in presence of a plasmid leading to overexpression of REV-ERBα (Fig. 2D, top, right side). We found that the half-life of GR protein was reduced by overexpression of REV-ERBα and decreased from 10 h to 5.2 h (Fig. 2D, middle panel), indicating that overexpression of REV-ERBα affects the half-life of GR protein. Likewise, REV-ERBα overexpression affected the half-life of HSP90, reducing it from 8.7 h to 5.6 h (Fig. 2D, bottom panel). Hence, protein stability of GR appears to be related to HSP90 levels, which are directly or indirectly affected by REV-ERBα. We cannot exclude, however, the possibility that indirect effects stemming from changes in HSP90 levels can affect GR function through other HSP90 client proteins.

**Fig. 2.**
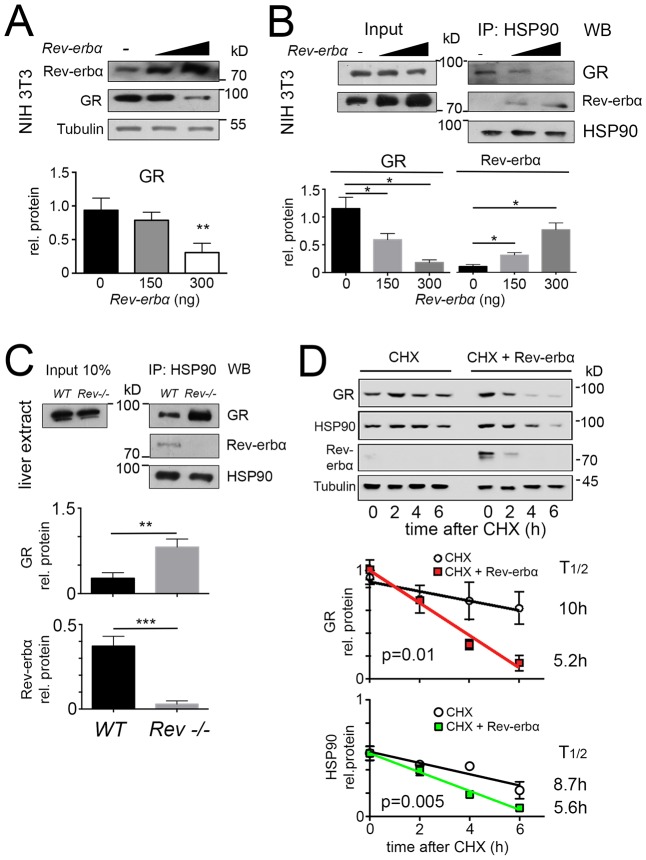
**REV-ERBα and GR compete with each other for binding to HSP90, resulting in the destabilization of GR protein.** (A) Western blot of whole-cell extracts from NIH3T3 cells transfected with increasing amounts of expression vector for *Rev-erbα* with indicated antibodies. The lower panel shows the quantification of GR signal (mean±s.d., *n*=3). **P<0.01 (*t*-test). (B) Western blot (WB) of HSP90 immunoprecipitates (IP: HSP90) and whole-cell extracts (Input) from NIH3T3 cells transfected with the expression vector for *Rev-erbα*. The lower panel shows the quantification of the GR and REV-ERBα signal in HSP90 immunoprecipitates normalized to that of HSP90 (mean±s.d., *n*=3). *P<0.05 (one-way ANOVA with Bonferroni post-test). (C) Western blot of HSP90 immunoprecipitates (IP: HSP90) and whole-cell extracts (Input) from liver of wild-type (WT) and *Rev-erbα*^−/−^ mice (*Rev−/−*). The lower panel shows the quantification of the GR and REV-ERBα signal in HSP90 immunoprecipitates normalized to that of HSP90 (mean±s.d., *n*=3). **P<0.01, ***P<0.001 (*t*-test). (D) Western blot of whole-cell extracts from NIH3T3 cells transfected with expression vector for *Rev-erbα* and treated with cycloheximide (CHX; 100 μg/ml). The middle panel shows the quantification of GR signal. GR half-life with CHX alone is 10 h (R^2^=0.84, *n*=4) and with CHX and *Rev-erbα* it is 5.2 h (R^2^=0.98, *n*=4). The lower panel shows the quantification of HSP90 signal. HSP90 half-life with CHX alone is 8.7 h (R^2^=0.87, *n*=4) and with CHX and *Rev-erbα* it is 5.6 h (R^2^=0.99, *n*=4). Results are mean±s.d. The *P*-values given on the figure were calculated with a two-way ANOVA test.

### REV-ERBα affects diurnal subcellular localization of GR

In a next step, we wanted to know how the absence of REV-ERBα affects nuclear and cytoplasmic localization of GR in liver cells. Immunohistochemistry on liver tissue from wild-type and *Rev-erbα^−/−^* mice harvested at ZT8 and ZT20 revealed profound alterations in the nuclear localization of GR that was dependent on both the presence of REV-ERBα and the time of day (Figs 3 and 4). At ZT8 REV-ERBα was strongly expressed in the nucleus of wild-type liver and absent in *Rev-erbα^−/−^* liver whereas HSP90 was expressed in both genotypes in the cytoplasm at both time points ZT8 and ZT20 (Fig. 3). At ZT20 REV-ERBα was mainly in the cytoplasm in wild-type (at reduced levels as compared to nuclear REV-ERBα at ZT8 as determined by the quantification, see below Fig. 5A) and absent in liver of *Rev-erbα^−/−^* mice (Fig. 3), illustrating the diurnal pattern of REV-ERBα subcellular localization. Interestingly, this pattern was inverted for GR in wild-type animals (Fig. 4). GR was mainly cytoplasmic at ZT8 and nuclear at ZT20. However, in *Rev-erbα^−/−^* mice, this diurnal pattern of subcellular localization of GR was absent and GR was present at both time points in the nucleus as well as in the cytoplasm (Fig. 4). In order to quantify these observations, we performed a cytoplasmic and a nuclear fractionation. REV-ERBα was mainly nuclear at ZT8, whereas GR was mainly cytoplasmic at this time point in wild-type mice (Fig. 5A). The inverse was observed at ZT20 when REV-ERBα was cytoplasmic and GR was nuclear. In *Rev-erbα^−/−^* mice, GR was increased, especially in the nucleus, and the temporal variations in both the nucleus and cytoplasm were absent (Fig. 5A), which is consistent with the immunohistochemistry experiments (Figs 3 and 4). These REV-ERBα-associated changes in nuclear localization of GR were most likely not mediated by corticosterone, because its levels were not significantly different between wild-type and *Rev-erbα^−/−^* animals at ZT8 and ZT20 (Fig. 5B). Taken together, these observations indicate that the presence of REV-ERBα inversely correlates with a diurnal pattern in the subcellular distribution of GR.

**Fig. 3.**
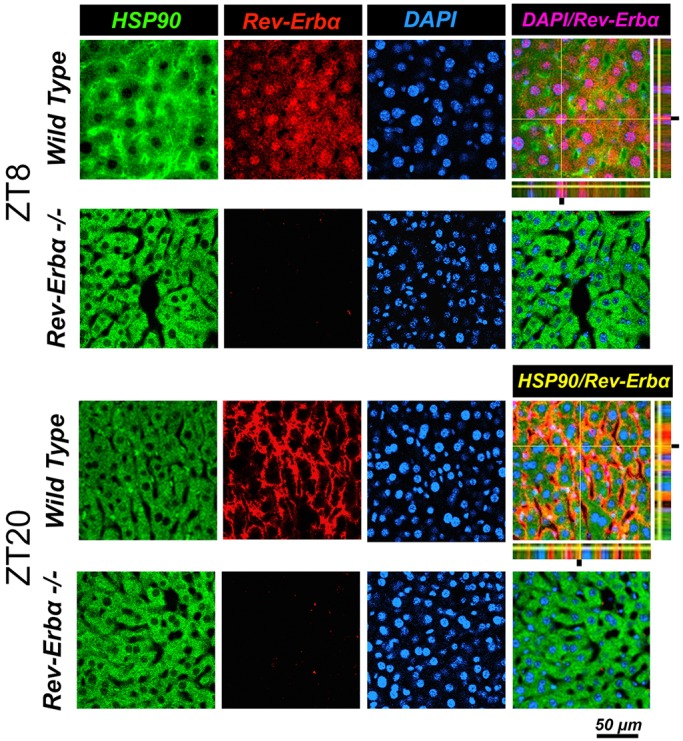
**Cellular distribution of REV-ERBα at different times of day.** Immunohistochemistry in the liver of wild-type and *Rev-Erbα*^−/−^ mice at ZT8 and ZT20. Staining with antibodies recognizing HSP90 (a marker for cytoplasm) and REV-ERBα are in green and red, respectively. Nuclei are stained with DAPI (blue). The pink color indicates nuclear REV-ERBα and the yellow color cytoplasmic REV-ERBα. Note the reversed cellular distribution of REV-ERBα compared to GR (Fig. 4) in wild type. Scale bar: 50 µm.

**Fig. 4.**
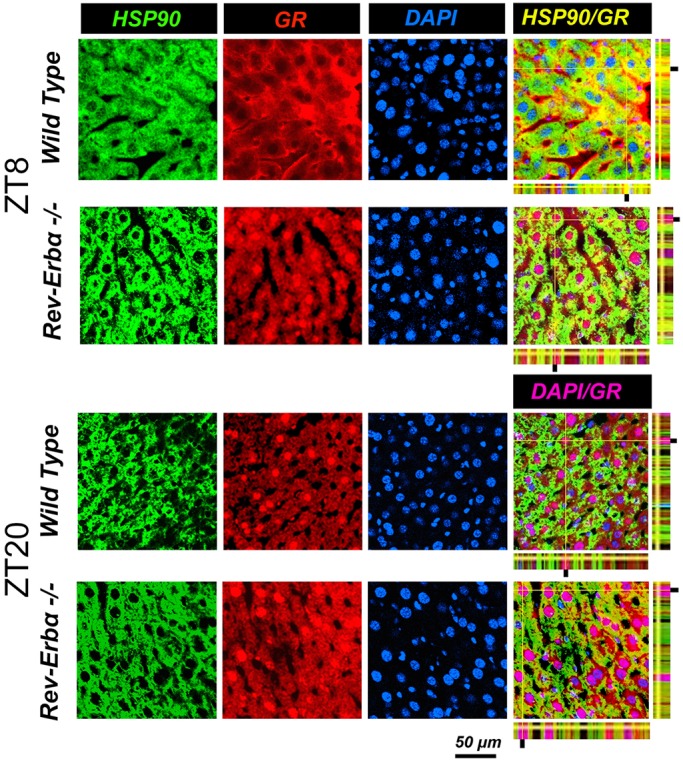
**The change in cellular distribution of GR that is dependent on the time of day is abolished in *Rev-erbα*^−/−^ mice.** Immunohistochemistry in the liver of wild-type and *Rev-Erbα*^−/−^ mice at ZT8 and ZT20. Staining with antibodies recognizing HSP90 (marker for cytoplasm) and GR are in green and red, respectively. Nuclei are stained with DAPI (blue). The pink color indicates nuclear GR and the yellow color cytoplasmic GR. Scale bar: 50 µm.

**Fig. 5.**
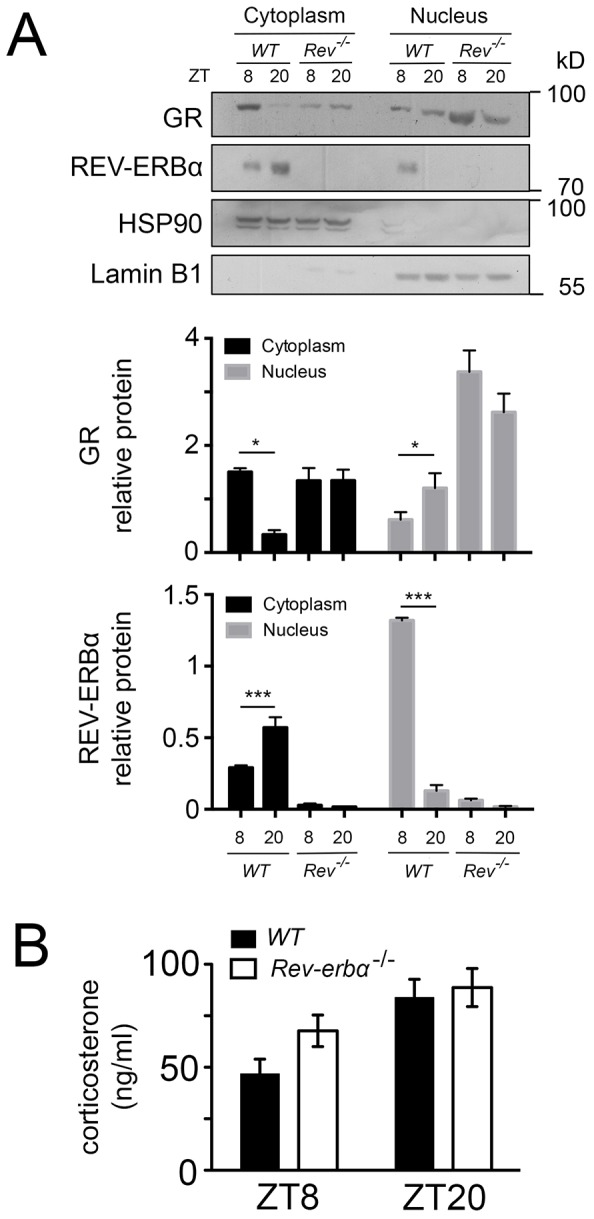
**REV-ERBα and GR reciprocally influence their nuclear localization.** (A) Western blot of the cytoplasm and nuclear fraction of the liver of wild-type (WT) and *Rev-Erbα*^−/−^ (*Rev*^−/−^) mice at ZT8 and ZT20. The lower panel shows the quantification of signals (mean±s.d., *n*=4). *P<0.05, ***P<0.001 (one-way ANOVA with Bonferroni post-test). (B) The levels of corticosterone in the plasma of wild-type (black bars) and *Rev-Erbα*^−/−^ (white bars) mice revealed by ELISA (*n*=6, mean±s.d.).

### Diurnal interaction of GR and REV-ERBα with HSP90 in liver and sites of interaction on HSP90

In order to determine the timing of GR and REV-ERBα interaction with HSP90 in the liver, we collected total protein extracts from liver tissue around the clock from mice kept in a 12-h-light–12-h-dark cycle. Western blotting revealed constant levels of HSP90 and GR proteins in extracts from livers of wild-type mice (Fig. 6A, input). REV-ERBα levels were diurnal with a peak around ZT4–ZT8 (Fig. 6A, input). Immunoprecipitation of HSP90 co-precipitated GR at ZT0 and ZT4 (Fig. 6A, right panel). REV-ERBα was co-precipitated at ZT4, ZT8 and ZT12 with a peak at ZT8. These data indicated a sequential interaction of GR and REV-ERBα with HSP90 with an overlap at ZT4.

**Fig. 6.**
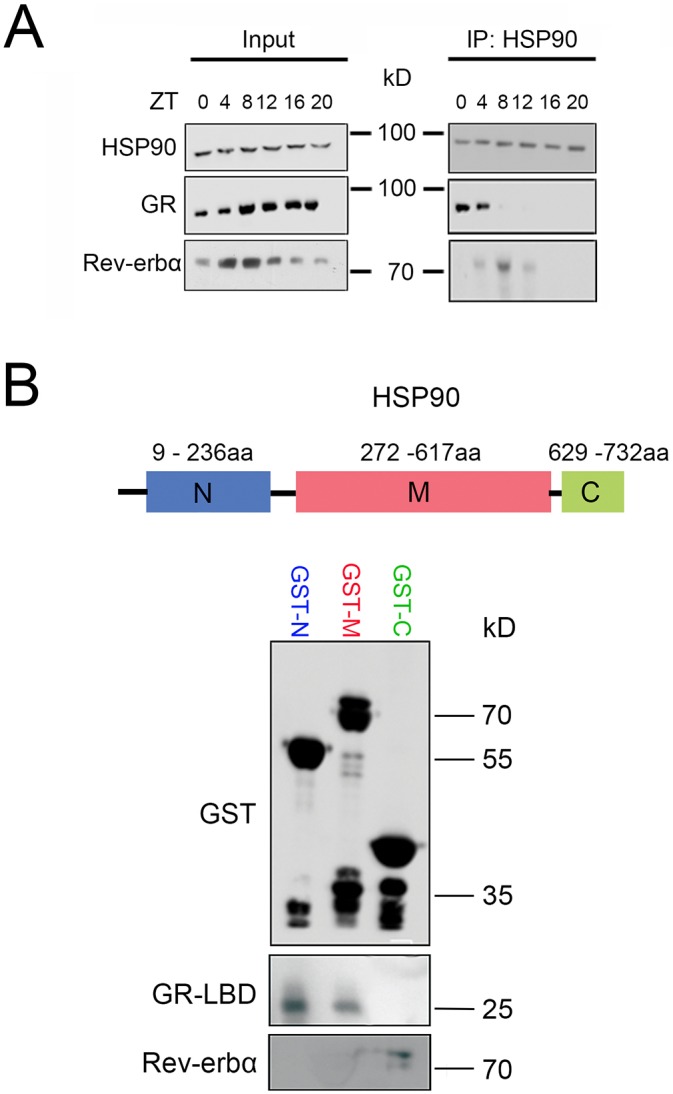
**Diurnal interaction of GR and REV-ERBα with HSP90 in liver and sites of interaction on HSP90.** (A) Western blot of HSP90 immunoprecipitates (IP: HSP90) (right panel) and whole-cell extracts (Input) from liver cells of wild-type mice. Livers were collected at ZT0, 4, 8, 12, 16 and 20. (B) Pulldown assays with an N-terminal (N, blue), middle (M, red) and C-terminal (C, green) HSP90 fragment fused to GST that had been expressed in bacteria by IPTG induction and purified with gluthatione sepharose resin. The complex-resin–GST proteins were coimmunoprecipitated with either LBD-GR or REV-ERBα, both fused to a His tag, that had been also expressed in bacteria, purified using nickel resin and eluted using imidazole. The pulldown was detected by western blotting. Anti-GST antibodies reveal a 55-kDa GST-N protein, a 70-kDa GST-M protein and a 40-kDa GST-C protein. An anti-His tag antibody reveals a 25-kDa GR-LBD and 75-kDa REV-ERBα protein in the GST-N, GST-M and GST-C fractions, respectively.

Because the interaction of the two nuclear receptors with HSP90 was sequential, we aimed to elucidate whether GR and REV-ERBα bind to the same or different sites on the HSP90 protein. Three different fragments of HSP90 (Fig. 6B, top scheme) fused at the N-terminus to GST were used to determine interaction with the ligand-binding domain (LBD) of GR and full-length REV-ERBα. Three HSP90 constructs were overexpressed in bacteria and the resulting proteins showed a size of about 55 kDa for GST-N, 70 kDa for GST-M and 40 kDa for GST-C. A pulldown assay revealed interaction of the ligand-binding domain of GR (GR-LBD) with GST-N and GST-M, whereas REV-ERBα interacted only with GST-C (Fig. 6B). These results indicate that GR and REV-ERBα interact at different sites with HSP90 and most likely do not compete for the same site.

### Expression of GR target genes are affected by REV-ERBα and vice versa

In order to evaluate the functional consequences of the interplay between REV-ERBα and GR, we studied target genes of these two transcription factors in dexamethasone-treated hepatocytes. GR exerts anti-inflammatory action in part by antagonizing NF-κB, which is known to activate genes coding for pro-inflammatory cytokines, such as TNF (De Bosscher et al., 2000), through the upregulation of the expression of IκBα (Scheinman et al., 1995; Almawi and Melemedjian, 2002), a direct GR target (Fig. S1). To examine the effects of REV-ERBα on the NF-κB signaling pathway, we isolated primary hepatocytes at ZT8 and applied ethanol to these cells (Fig. 7), which is known to induce inflammatory reactions. In wild-type hepatocytes ethanol treatment led to an increase of phosphorylated IκBα (p-IκBα) and a reduction of unphosphorylated IκBα (Fig. 7A). As a consequence NF-κB translocated from the cytoplasm into the nucleus (Fig. 7B). In contrast, unphosphorylated IκBα accumulated in *Rev-erbα^−/−^* hepatocytes, probably as a consequence of increased GR levels in these animals (Fig. 7A,B), leading to reduced amounts of NF-κB in the nucleus. To test the above observations, we measured the levels of TNF secretion. Upon ethanol treatment TNF levels increased even in the presence of scrambled short hairpin RNA (shRNA) molecules (Fig. 7C). In contrast, ethanol did not induce TNF secretion in hepatocytes from *Rev-erbα^−/−^* animals. However, knocking-down GR or IκBα rescued, at least in part, ethanol-induced TNF secretion of *Rev-erbα^−/−^* hepatocytes (Fig. 7C). This indicates that REV-ERBα influences ethanol-induced TNF secretion through GR and IκBα in hepatocytes. For this process, however, glucocorticoids, GR ligands, are essential, because glucocorticoid-depleted *Rev-erbα^−/−^* hepatocytes display similar levels of p-IκBα, IκBα and NF-κB compared to wild-type heptaocytes (Fig. S2A; Fig. 2B). Therefore, TNF can be normally induced in glucocorticoid-depleted *Rev-erbα^−/−^* hepatocytes upon ethanol treatment (Fig. S2C).

**Fig. 7.**
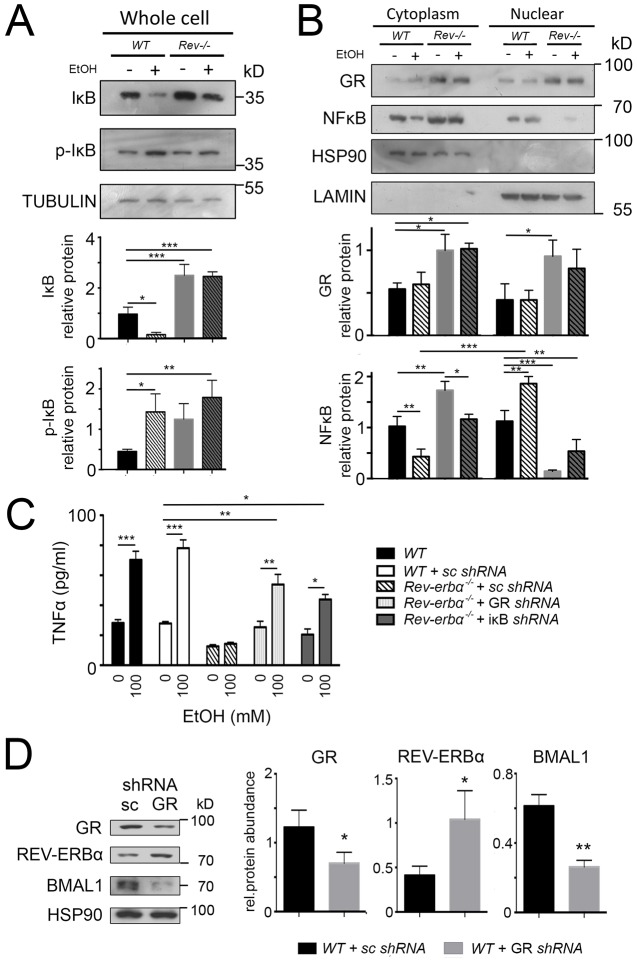
**REV-ERBα and GR affect target genes of each other in primary cultured hepatocytes.** Western blots of primary cultured hepatocytes of wild-type (WT) and *Rev-Erbα*^−/−^ (*Rev*^−/−^) mice. Cells were incubated with dexamethasone (1 µM) for 24 h, and culture medium was changed for one with or without 100 mM ethanol. (A) IκBα (IκB) and p-IκBα (p-IκB) specific antibodies reveal an increase in expression of IκBα in *Rev-Erbα*^−/−^ cells and an increase of p-IκBα in wild type after ethanol treatment (mean±s.d., *n*=3). *P<0.05, **P<0.01, ***P<0.001 (one-way ANOVA with Bonferroni post-test). (B) GR- and NF-κB-specific antibodies reveal increased expression of GR in *Rev-Erbα*^−/−^ hepatocytes, increased nuclear NF-κB signal in wild type cells and a decreased signal of NF-κB in *Rev-Erbα*^−/−^ cells after ethanol treatment (mean±s.d., *n*=3). *P<0.05, **P<0.01, ***P<0.001 (one-way ANOVA with Bonferroni post-test). (C) ELISA of TNF in primary cultured hepatocytes from wild-type and *Rev-Erbα*^−/−^ mice. Cells were treated with GR or IκBα shRNA lentiviral particles. Scrambled shRNA lentiviral particles (sc) were used as a negative control. At 24 h after transduction, dexamethasone (1 µM) was added and cells were incubated for 24 h, and then the culture medium was changed for one with or without 100 mM ethanol (mean±s.d., *n*=3). *P<0.05, **P<0.01, ***P<0.001 (one-way ANOVA with Bonferroni post-test). (D) Western blot of primary cultured hepatocytes of wild-type mice. Cells were treated with GR shRNA lentiviral particles. Scrambled shRNA lentiviral particles were used as a negative control. The right panel shows the quantification of signals (mean±s.d., *n*=3). *P<0.05, **P<0.01 (*t*-test).

Apparently, REV-ERBα affects GR targets, but does GR also affect REV-ERBα targets? We isolated wild-type hepatocytes and cultured them in presence of scrambled shRNA or GR shRNA. We observed that GR shRNA knocked down GR at the mRNA (Fig. S3) and the protein levels (Fig. 7D), which led to an increase in REV-ERBα accompanied by a reduction in expression of its target BMAL1 (Fig. S3; Fig. 7D). This is consistent with previous findings (Preitner et al., 2002). Hence, GR can also affect the expression of at least some REV-ERBα targets.

### REV-ERBα and GR modulate the diurnal metabolic landscape

REV-ERBα has been strongly implicated in the regulation of metabolism (Bugge et al., 2012; Cho et al., 2012). In order to test whether metabolic changes observed in livers of *Rev-erbα^−/−^* mice are related to GR, we compared genes changed in *Rev-erbα^−/−^* animals with genes regulated by GR (Phuc Le et al., 2005). If the hypothesis that REV-ERBα and GR influence expression of each other's target genes were correct, we would expect to be able to identify changes in expression of direct GR targets in *Rev-erbα^−/−^* animals.

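RNA sequencing was carried out on the livers of 12 male mice, with 1 liver per library. Of these, 3 wild-type and 3 *Rev-erbα-/-* animals were killed at ZT8 (zeitgeber time, in hours after lights on) and 3 of each genotype at ZT20. The *Rev-erbα-/-* animals lack a functional *Nr1d1* gene, which encodes REV-ERBα, and were kept on a mixed 129 and C57BL/6 background. The authors sequenced poly(A) RNA, mapped the reads to the mouse genome (mm10) with TopHat and counted uniquely mapped reads per gene symbol with HTSeq-count in union mode, ignoring the strand. The values they deposited are these whole-number counts, without normalization, for 38926 gene symbols. A read that maps equally well to several near-identical genes is not counted in this scheme, so that genes with close copies are measured on the part of their sequence that is unique. At ZT8, the reads counted on genes numbered 24233775, 19621098 and 19212079 in the wild-type livers and 18658962, 17641809 and 21019611 in the *Rev-erbα-/-* livers. At ZT20, they numbered 22825679, 22804315 and 22224962 in wild-type and 24595098, 26060192 and 22544592 in *Rev-erbα-/-*. At these depths, 3 counts correspond to between 0.115 and 0.170 CPM (counts scaled to the library size), which was taken as the smallest level that a library can show. The 10 most abundant genes took between 13.7% and 17.5% of the counted reads. The summary lines of the files also give the alignments to more than 1 place, which amounted to between 1.24 and 3.28 per counted read. Their median per group was 2.89 in wild-type and 2.32 in *Rev-erbα-/-* at ZT8, and 1.67 and 1.32 at ZT20. The total number of sequences per library, which the paper lists in Table S3, is not in the files analysed here.
From the counts, genes with too few reads for a test were removed with edgeR's filterByExpr, which left 14488 genes. Library sizes were scaled by the TMM method, and the 4 groups were compared in a single quasi-likelihood fit over all 12 samples, with Benjamini-Hochberg adjustment of the p-values and a threshold of 0.05. The paper used DESeq2 with the same threshold. The biological coefficient of variation was 0.123. No pair of replicates differed by as little as sampling noise (chi-square per degree of freedom over genes between 7.84 and 147), and all 12 libraries were treated as separate samples. Normalized values are CPM, that is counts scaled to the TMM-adjusted library size, given as mean ± SD of 3 mice. An exact permutation test of 3 mice against 3 cannot give a p-value below 0.1, so that single genes are judged by the adjusted p-value of the fit over all genes. Because the labels number the replicates 1 to 3 in every group, a second fit used the replicate number as a block. Deviations from the group means were not more similar between samples with the same number (mean correlation −0.0144) than between samples with other numbers (0.00712), and 195 of 216 arrangements of the numbers gave a correlation as high (exact permutation p = 0.903). In data simulated from these samples, with 200 genes changed 3-fold, the edgeR fit recovered 194 and called 7 unchanged genes.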

In a first step, we performed RNA sequencing of wild-type and *Rev-erbα^−/−^* livers at ZT8 and ZT20 and compared the data in order to identify transcripts that are altered at ZT8 but not at ZT20 (Fig. 8A). 

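The gene encoding REV-ERBα, *Nr1d1*, lies on chromosome 11 of mm10 from 98767932 to 98775333. At ZT8, its transcript was present at 100.1 ± 26.9 CPM in wild-type liver (SD, n = 3; 128.7, 96.2 and 75.3 in the individual mice). At ZT20, it was present at 2.09 ± 0.22 CPM, a log2 change from ZT8 of −5.58 (adjusted p = 8.2e-08, edgeR). In *Rev-erbα-/-* liver, reads were still assigned to the gene symbol, with 71.8 ± 8.8 CPM at ZT8 (63.0, 71.9 and 80.6) and 2.87 ± 0.74 at ZT20. Both genotypes therefore had far more reads on *Nr1d1* at ZT8 than at ZT20. The difference between genotypes at ZT8 was a log2 fold change of −0.480 (standard error 0.184, adjusted p = 0.143 from edgeR's quasi-likelihood test) and was within the spread of the replicates. Without replicate 1 of the wild-type mice at ZT8 it moved most, to −0.259. It passed the threshold in 1 of the alternative fits, without replicate 3 of the wild-type mice at ZT8, with a log2 fold change of −0.647 (adjusted p = 0.0316, edgeR). The paper's qRT-PCR, another assay, detected no *Nr1d1* transcript in *Rev-erbα-/-* liver (Fig. 1D), in contrast to the reads counted here. Counts per gene symbol do not show which exons the reads came from, and no protein can be read from them. The transcript of GR, *Nr3c1* (chromosome 18, 39410545 to 39519421), was at 130 ± 11 CPM in wild-type and 127 ± 15 in *Rev-erbα-/-* at ZT8, a log2 fold change of −0.0371 (standard error 0.0833, adjusted p = 0.836, edgeR). The paper looks at ZT8 because of the high REV-ERBα expression at that time, and reasons that GR nuclear localization would then change substantially too.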

Because REV-ERBα is highly expressed at this time point, the changes in REV-ERBα are substantial between wild-type and *Rev-erbα^−/−^* animals, and, hence, the changes in GR nuclear localization would also be substantial. 

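Between *Rev-erbα-/-* and wild-type livers, 1224 of the 14488 tested genes differed at ZT8 with an adjusted p-value below 0.05 (edgeR's quasi-likelihood test). Of these, 638 were higher and 586 lower in *Rev-erbα-/-*. Removing the genes that also differed at ZT20 left 1110 genes altered at ZT8 only, 579 of them higher and 531 lower. With the replicate number as a block, for which the correlation of same-numbered samples (−0.0144) gave no reason, the counts were 1210 at ZT8 and 1091 at ZT8 only. DESeq2 on the same 12 samples called 1503 genes at ZT8 and 1309 at ZT8 only. With the fold-change shrinkage that was the default of the authors' version of DESeq2, and with only the 6 samples of each comparison in the fit, the counts were 984 and 844. The ZT8 count depended on single mice more than on any choice of tool. It rose to 1811 without replicate 1 of the wild-type mice at ZT8 and fell to 542 without replicate 2. Without replicate 2 of the *Rev-erbα-/-* mice at ZT8, it fell to 607.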

We identified 846 genes altered in expression in *Rev-erbα^−/−^* livers (Fig. 8A). We further analyzed up- or down-regulated genes between *Rev-erbα^−/−^* and wild-type liver at ZT8 with a threshold of 1.5 or more. 

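The size of the changes was taken from the edgeR fit. Of the 1110 genes altered at ZT8 only, 467 changed at least 1.5-fold on a linear scale, 241 upwards and 226 downwards in *Rev-erbα-/-* liver. Among all 1224 genes altered at ZT8, whether or not they also differed at ZT20, 537 passed the same threshold. The replicate block gave 455 genes among those altered at ZT8 only, and DESeq2 on all 12 samples gave 510. With this reading of the threshold, the largest shift came from leaving out replicate 1 of the wild-type mice at ZT8, with 782 genes.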

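When the threshold of 1.5 was applied to the absolute log2 fold change, 93 genes altered at ZT8 only passed it, and 110 of all genes altered at ZT8. A stricter adjusted p-value of 0.01 with the linear threshold left 284 genes. The gene with the largest change at ZT8, among genes whose 3 *Rev-erbα-/-* values all lay on one side of the 3 wild-type values, was *Rps13-ps2*, a processed pseudogene on chromosome 7 (88530446 to 88530898). It had 17.7 ± 6.2 CPM in wild-type and 0.016 ± 0.028 in *Rev-erbα-/-* (SD, n = 3), a log2 fold change of −9.58. *Wdr72* (chromosome 9, 74110356 to 74283308) fell from 4.73 ± 1.51 to 0.035 ± 0.060 CPM and was as low in *Rev-erbα-/-* at ZT20. The acute-phase genes *Saa1*, *Saa2* and *Orm2* were also among the 10 largest changes, but their wild-type values did not form a group. *Saa1* was at 60.8, 4972 and 6489 CPM in the 3 wild-type mice and between 29 and 37.8 in *Rev-erbα-/-*, and its log2 fold change of −6.80 carried a standard error of 1.44 (adjusted p = 0.0251, edgeR). Of the remaining genes in this list, *Arntl*, *Nupr1*, *Mab21l3* and *Gm15698* were higher in *Rev-erbα-/-* liver, and *Clec2h* was lower. The wild-type values of *Clec2h* at ZT8 (0.199, 8.32 and 11.9 CPM) did not form a group either. *Clec2h* lost the threshold in 11 of the 12 fits that each left out a sample. *Mab21l3* and *Gm15698* stayed below 1 CPM in every mouse at ZT8, close to the smallest level these libraries can show. *Gm15698* and *Mab21l3* were not called with DESeq2 on all 12 samples (log2 fold changes 5.58 and 4.91). With shrinkage on 6 samples, *Gm15698* was at 0.515 and was not called, whereas *Mab21l3* passed (0.647, adjusted p = 0.0129, DESeq2). *Saa1*, *Saa2*, *Orm2* and *Clec2h* passed with DESeq2 on all 12 samples. They did not pass with shrinkage on 6 samples (adjusted p between 0.106 and 0.292, DESeq2). The gene ontology selection was not repeated, because no ontology tables are among the files analysed here.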

The resulting 25 genes were submitted to ontology selection, and ordered according to biological process or molecular function. 

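*Bmal1* is listed in the files by its official symbol, *Arntl* (chromosome 7 of mm10, 113207465 to 113314126). In wild-type liver at ZT8, it was close to the smallest detectable level, with 0.80, 0.45 and 0.71 CPM in the 3 mice, corresponding to 20, 9 and 14 reads. In *Rev-erbα-/-* liver at the same time point, it was at 24.2 ± 1.5 CPM (SD, n = 3), from 463 to 467 reads per mouse. The log2 fold change was 5.18 (standard error 0.133, adjusted p = 2.2e-12, edgeR's quasi-likelihood test), and every *Rev-erbα-/-* mouse was above every wild-type mouse (exact permutation p = 0.1, the smallest that 3 against 3 allow). At ZT20, the genotypes could not be told apart, with 44.3 ± 1.1 CPM in wild-type and 43.7 ± 2.3 in *Rev-erbα-/-* (log2 fold change −0.0194, standard error 0.0838, adjusted p = 0.956). Wild-type liver thus changed by 6.05 on the log2 scale from ZT8 to ZT20 (adjusted p = 1.6e-13, edgeR), and *Rev-erbα-/-* liver by 0.851 (adjusted p = 1.3e-05). The test of the difference between the time points gave 5.20 (standard error 0.162, adjusted p = 3.9e-11, edgeR). Shrinkage in DESeq2 moved the ZT8 value most, to 4.07, with an adjusted p-value of 4.0e-111. The paper names *Bmal1* as a clock gene under direct regulation by REV-ERBα and places it among the metabolic genes of its list.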

We identified two genes involved in immune system processes and 13 genes involved in metabolic processes, including *Bmal1*, a clock gene directly regulated by REV-ERBα (Preitner et al., 2002).

**Fig. 8.**
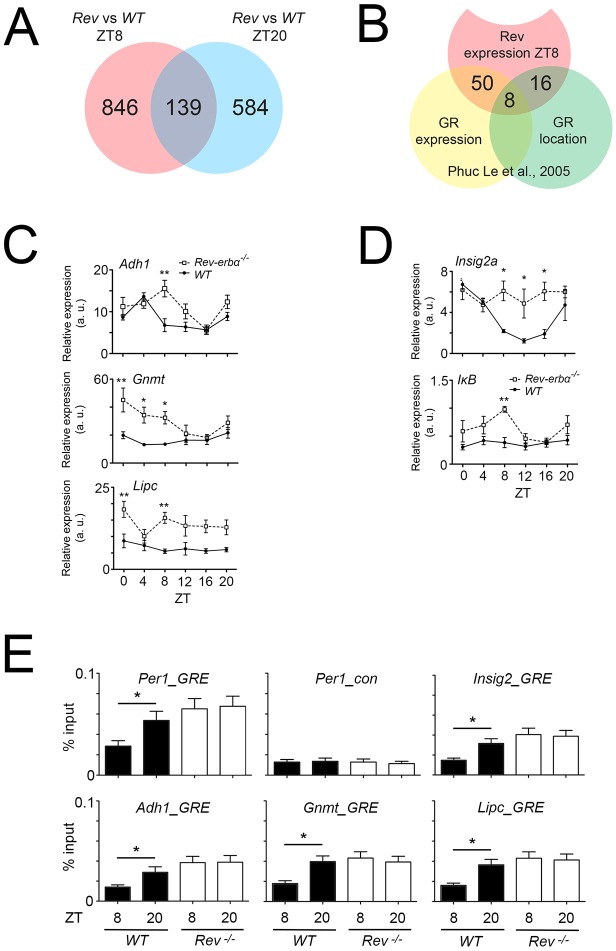
**Gene expression changes in *Rev-erbα*^−/−^ liver and comparison with GR target genes.** (A) Venn-diagram based on the RNA sequencing analysis of *Rev-erbα*^−/−^ and control (wild-type, WT) livers at ZT8 (red) and ZT20 (blue). (B) Comparison of the 846 genes altered at ZT8 (red) in *Rev-Erbα*^−/−^ liver with datasets from Phuc Le et al. (2005) (yellow and green, ZT4–ZT8). The yellow circle represents gene expression alterations in the liver after dexamethasone treatment assessed by microarray. The green circle represents genes detected by a ChIP-on-chip assay using an antiserum raised against GR to reveal chromatin bound by GR. (C) Verification of three of the eight genes in common to all three evaluations: alcohol dehydrogenase 1 (*Adh1*), glycine N-methyltransferase (*Gnmt*), and hepatic lipase C (*Lipc*). Values are mean±s.e.m., *n*=3. *P<0.05, **P<0.01 (two-way ANOVA and Tukey's post-test). (D) Verification of the bona fide REV-ERBα target gene *Insig2a* and the GR target gene *IκBα* (*Nfkbia*) (values are mean±s.e.m., *n*=3. *P<0.05, **P<0.01 (two-way ANOVA and Tukey's post-test). (E) Chromatin immunoprecipitation assay revealing the time-dependent interaction of GR with the promoters of *Per1*, *Insig2*, *Adh1*, *Gnmt* and *Lipc*. Values are mean±s.e.m., *n*=8, *P<0.05 (one-way ANOVA with Bonferroni-post test).

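At ZT20, 526 genes differed between *Rev-erbα-/-* and wild-type livers (adjusted p-value below 0.05, edgeR), 303 of them higher and 223 lower in *Rev-erbα-/-*. Altered at both time points were 114 genes, and 412 were altered at ZT20 only. Of the 114 genes, 58 changed in the same direction at ZT8 and ZT20, 28 of them higher and 30 lower in *Rev-erbα-/-* at both. A gene that passes the threshold at ZT8 and not at ZT20 need not differ in its response, and the difference itself was therefore tested as the interaction of genotype and time. The interaction was significant for 852 genes, including 452 of the 1110 genes altered at ZT8 only and 212 of the 412 altered at ZT20 only. With the replicate block, 479 genes were altered at ZT20, 119 at both time points and 360 at ZT20 only, and the interaction was significant for 831. The count at both time points moved most, in relative terms, at an adjusted p-value of 0.01, which left 27 genes.

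**Figure D1:**
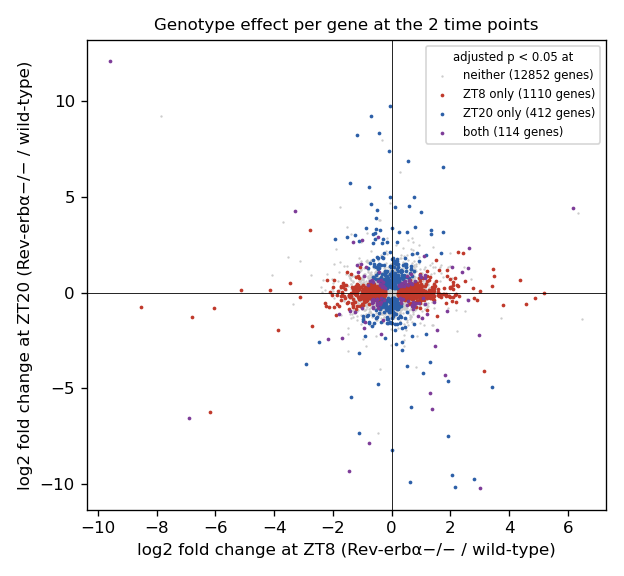
Each point is 1 of the 14488 tested genes, with the log2 fold change of *Rev-erbα-/-* against wild-type liver at ZT8 on the horizontal axis and at ZT20 on the vertical axis. Genes altered at ZT8 only (1110) are red, those altered at ZT20 only (412) are blue, and the 114 genes altered at both (purple) are in all 4 quadrants. A gene that passes the threshold at 1 time point need not lie near an axis. *Clec2h*, altered at ZT8 only, is at −6.18 at ZT8 and −6.22 at ZT20.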

Then, we compared the 846 differentially expressed genes between *Rev-erbα^−/−^* and wild-type at ZT8 (Fig. 8A) with genes regulated by GR at around ZT4–ZT8 (Phuc Le et al., 2005). From these 846 genes, we found 50 genes in common with a list of genes altered in expression in livers after dexamethasone injection (Fig. 8B, overlap yellow and red circles; Table S1, green marked genes). Interestingly this list contained two genes involved in metabolic processes that were more than 1.5 times upregulated in *Rev-erbα^−/−^* liver (*Cdkn1a* and *Ddc*). 

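*Cdkn1a* (chromosome 17 of mm10, 29090976 to 29100727) encodes the cell cycle inhibitor p21, and *Ddc* (chromosome 11, 11814101 to 11898144) encodes DOPA decarboxylase. At ZT8, *Cdkn1a* was at 2.48 ± 0.48 CPM in wild-type and 34.4 ± 7.3 in *Rev-erbα-/-* liver (SD, n = 3), a 13.7-fold increase. Its log2 fold change was 3.78 (standard error 0.242, adjusted p = 5.9e-06, edgeR's quasi-likelihood test). *Ddc* was at 37.5 ± 5.5 CPM in wild-type and 135 ± 8 in *Rev-erbα-/-*, a 3.60-fold increase with a log2 fold change of 1.85 (standard error 0.115, adjusted p = 1.4e-07). For both genes, each *Rev-erbα-/-* mouse lay above each wild-type mouse, for which the exact permutation p of 0.1 is the smallest possible. Both changes were smaller under shrinkage in DESeq2, with log2 fold changes of 3.16 for *Cdkn1a* and 1.73 for *Ddc*, and stayed past the threshold in every alternative. At ZT20, *Cdkn1a* was lower in *Rev-erbα-/-* (30.5 ± 6.3) than in wild-type liver (48.1 ± 8.3), which did not pass the threshold in the main fit (log2 fold change −0.656, adjusted p = 0.106). It passed with the replicate block (−0.659, adjusted p = 0.0166) and with DESeq2 on all 12 samples (−0.658, adjusted p = 0.0130). It also passed with DESeq2 and shrinkage on 6 samples (−0.541, adjusted p = 0.00195). *Ddc* did not differ at ZT20 (log2 fold change −0.152, adjusted p = 0.592). The membership of both genes in the list of dexamethasone-responsive genes comes from the paper, whose Table S1 is not in the files analysed here. The paper singles them out as metabolic genes within the overlap of its altered genes with the genes that respond to dexamethasone.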

From the 846 genes, 16 genes were also present in a list of genes derived from a previous ChIP-on-Chip experiment at around ZT4–ZT8 (Phuc Le et al., 2005) using anti-GR antibodies, representing differences in promoter-binding after dexamethasone injection into livers (Fig. 8B, overlap red and green circles; Table S1, blue marked genes). 

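Of the genes common to both evaluations, the paper names *Adh1*, *Gnmt* and *Lipc*, and the counts of these 3 genes at ZT8 were as follows. *Adh1* (chromosome 3 of mm10, 138260991 to 138290698), which encodes alcohol dehydrogenase 1, was at 1420 ± 36 CPM in wild-type and 1140 ± 31 in *Rev-erbα-/-* liver (SD, n = 3). The *Rev-erbα-/-* values were the lower ones, with a log2 fold change of −0.316 (standard error 0.0991, adjusted p = 0.0622, edgeR's quasi-likelihood test). At ZT20, *Adh1* was higher in *Rev-erbα-/-* (1740 ± 209 against 1380 ± 45; log2 fold change 0.334, adjusted p = 0.0875), and the interaction of genotype and time was significant (−0.650, standard error 0.140, adjusted p = 0.0120, edgeR). *Gnmt* (chromosome 17, 46725664 to 46729168), which encodes glycine N-methyltransferase, was at 959 ± 216 CPM in wild-type and 1300 ± 33 in *Rev-erbα-/-* at ZT8 (log2 fold change 0.444, standard error 0.143, adjusted p = 0.0695). At ZT20, the *Gnmt* values overlapped (log2 fold change 0.101, adjusted p = 0.837). *Lipc* (chromosome 9, 70798128 to 70952226), which encodes hepatic lipase, rose from 135 ± 27 to 211 ± 4 CPM in *Rev-erbα-/-* at ZT8, and this difference passed the threshold (log2 fold change 0.647, standard error 0.114, adjusted p = 0.00243). No difference was detected at ZT20 (log2 fold change 0.0120, adjusted p = 0.983). At ZT8, the genotypes did not overlap for any of the 3 genes (exact permutation p = 0.1, the smallest possible). *Adh1* and *Gnmt* lay close to the threshold at ZT8 and passed it in some alternatives. DESeq2 on all 12 samples gave adjusted p-values of 0.00345 for *Adh1* and 0.0212 for *Gnmt*, with nearly unchanged log2 fold changes of −0.317 and 0.443. Within edgeR, *Gnmt* passed it without a filter on low counts (adjusted p = 0.0421) and in 1 of the fits that each left out a sample, and *Adh1* in 2 of these. The datasets on GR binding and dexamethasone response were not analysed here. From the presence of genes in all of its lists, the paper reasons that these are probably direct GR targets altered in the absence of REV-ERBα.

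**Figure D2:**
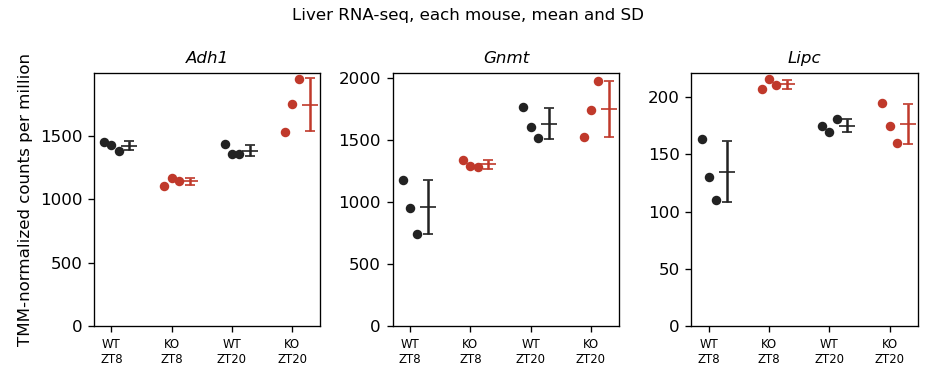
TMM-normalized counts (CPM) of *Adh1*, *Gnmt* and *Lipc* in each mouse (points), with mean and SD (bars), for wild-type (WT, black) and *Rev-erbα-/-* (KO, red) livers at ZT8 and ZT20, n = 3 per group. At ZT8 the *Rev-erbα-/-* mice lie below the wild-type mice for *Adh1* (1140 against 1420) and above them for *Gnmt* (1300 against 959) and *Lipc* (211 against 135).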

In common between the expression analysis and the location analysis were eight genes that most likely represent direct GR targets altered in *Rev-erbα^−/−^* livers (Fig. 8B, overlap yellow, red and green circles; Table S1, yellow marked genes).

From these eight potential GR target genes, we verified three genes that displayed large changes by qRT-PCR, including alcohol dehydrogenase 1 (*Adh1*), a proven direct target of GR (Edenberg and Brown, 1992), glycine N-methyltransferase (*Gnmt*) and hepatic lipase C (*Lipc*) (Fig. 8C). We observed significant differences in the expression of these genes at ZT8 in *Rev-erbα^−/−^* compared to wild-type livers. 

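*Insig2* (chromosome 1 of mm10, 121304353 to 121332589) is counted in the files as a whole gene, so that the *Insig2a* transcript is not separated from others of the gene. At ZT8, it was at 66.8 ± 12.4 CPM in wild-type and 200 ± 14 in *Rev-erbα-/-* liver (SD, n = 3), with a log2 fold change of 1.58 (standard error 0.154, adjusted p = 3.9e-05, edgeR's quasi-likelihood test). At ZT20, it was at 355 ± 5 in wild-type and 331 ± 74 in *Rev-erbα-/-*, and the genotypes did not differ (log2 fold change −0.0984, adjusted p = 0.851). The interaction of genotype and time was significant (1.68, standard error 0.213, adjusted p = 0.000436). *Nfkbia* (chromosome 12, 55489410 to 55492647), which encodes IκBα, was at 38.1 ± 0.9 CPM in wild-type and 26.4 ± 1.7 in *Rev-erbα-/-* at ZT8. Its log2 fold change was −0.527 (standard error 0.102, adjusted p = 0.00488), so that the gene was altered but lower in *Rev-erbα-/-* liver. At ZT20, it was at 32.1 ± 5.8 in wild-type and 24.5 ± 0.4 in *Rev-erbα-/-* (log2 fold change −0.390, adjusted p = 0.0469), and the effects at ZT8 and ZT20 did not differ (interaction −0.137, adjusted p = 0.658). The separation of the genotypes was complete for both genes at ZT8 (exact permutation p = 0.1, the smallest that 3 mice against 3 allow). The ZT8 results were past the threshold in every alternative. The ZT20 result of *Nfkbia* was not, and lay at an adjusted p-value of 0.106 when only the 6 ZT20 samples entered the edgeR fit. The fold change of *Insig2* at ZT8 moved most without replicate 1 of the wild-type mice, to 1.73. The paper places both genes in the overlap between REV-ERBα- and GR-dependent expression on the basis of its lists.

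**Figure D3:**
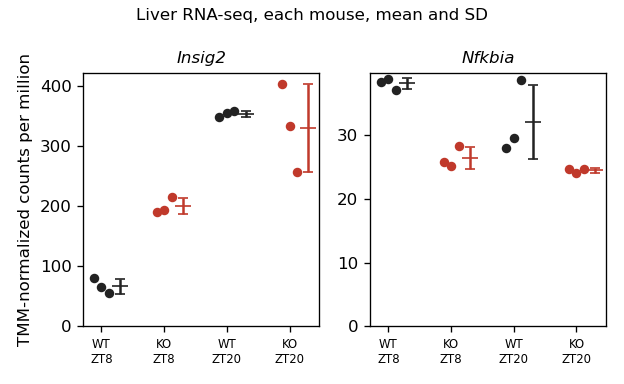
TMM-normalized counts (CPM) of *Insig2* and *Nfkbia* in each mouse (points), with mean and SD (bars), for wild-type (WT, black) and *Rev-erbα-/-* (KO, red) livers at ZT8 and ZT20, n = 3 per group. At ZT8, *Insig2* is higher (200 against 66.8) and *Nfkbia* lower (26.4 against 38.1) in *Rev-erbα-/-* mice.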

Interestingly, we identified *Insig2a* and *IκBα* (*Nfkbia*) in the 50 genes representing the overlap of REV-ERBα- and GR-dependent gene expression (Fig. 8B). We verified the difference in gene expression of the bona fide REV-ERBα target gene *Insig2a* (Le Martelot et al., 2009) and the GR target gene *IκBα* (*Nfkbia*) (Deroo and Archer, 2001). Both genes were upregulated in *Rev-erbα^−/−^* livers (Fig. 8D).

In order to test whether the verified genes in Fig. 8C,D are directly regulated by GR, we performed chromatin immunoprecipitation (ChIP) experiments. As control, we used the *Per1* promoter, which contains a GR response element (GRE) (Reddy et al., 2009). Probes unrelated to the GRE for the *Per1* promoter indicated the background signal for the ChIP experiments (Fig. 8E, top middle panel). Using specific probes flanking the GRE we observed a binding of GR to the GRE that was dependent on the time of day element in the *Per1* promoter in wild-type, with low or no binding at ZT8 and binding at ZT20, but constant chromatin binding in liver derived from *Rev-erbα^−/−^* mice (Fig. 8E, top left panel). Similar GR binding was observed for *Insig2*, *Adh1*, *Gnmt* and *Lipc* (Fig. 8E). These results indicate that these genes are regulated at least in part by GR, suggesting that the increase in gene expression observed in *Rev-erbα^−/−^* mice might stem from GR-related transcriptional mechanisms and not necessarily from lack of REV-ERBα-mediated transcriptional repression.

Taken together, these experiments support our hypothesis that REV-ERBα and GR influence each other, affecting expression of their respective target genes.

## DISCUSSION

### REV-ERBα and GR influence each other

GR (*Nr3c1*) and REV-ERBα (*Nr1d1*) both are nuclear receptors that modulate similar physiological pathways, including metabolism and inflammation (Tronche et al., 1998; Buckingham, 2006; Everett and Lazar, 2014). We previously observed that *Nr3c1* mRNA expression is downregulated in the suprachiasmatic nuclei (SCN) of *Rev-erbα^−/−^* mice compared to wild-type animals (Schnell et al., 2014). This prompted us to test a potential relationship between REV-ERBα and GR. Interestingly, we found that, in the liver, GR protein in *Rev-erbα^−/−^* mice is upregulated compared to in wild type (Fig. 1A,B). However, at the mRNA level, no differences in *Nr3c1* expression between the two genotypes were observed (Fig. 1C). These findings indicate that GR in the liver is not regulated in the same manner as in the SCN and that regulation in the liver most likely occurs at the post-transcriptional level (Fig. 1F).

In NIH 3T3 cells, we observed an inverse relationship between REV-ERBα and GR. The more REV-ERBα was expressed in the cells the less GR was detected (Fig. 2A). Given that GR interacts with heat-shock protein 90 (HSP90) before hormone-dependent activation (Kirschke et al., 2014), we wondered whether REV-ERBα would affect binding of GR to HSP90. We found that REV-ERBα interacts with HSP90 in a dose-dependent manner (Fig. 2B) influencing GR binding to HSP90 in an inverse fashion. This was confirmed in liver tissue from *Rev-erbα^−/−^* mice (Fig. 2C). The observation that the half-life of GR protein was shortened in presence of the REV-ERBα expression plasmid corroborated the above findings (Fig. 2D). Interestingly, however, REV-ERBα also affected the half-life of HSP90 (Fig. 2D). Hence, stability of GR could be mediated either directly or indirectly through modulation of stability of HSP90 upon changes in the amount of REV-ERBα. Taken together, we identified an inverse correlation between REV-ERBα and GR, which is most likely related to binding of these two nuclear receptors to HSP90.

Nuclear receptors regulate transcription and, hence, their activity depends on their localization to the nucleus. Using immunofluorescence and confocal microscopy we observed time-dependent subcellular distribution changes in GR and REV-ERBα in liver tissue (Figs 3, 4 and 5). In wild-type liver, GR was localized predominantly to the cytoplasm at ZT8 whereas it was nuclear at ZT20 (Fig. 4). In contrast, REV-ERBα was distributed between cytoplasm and nucleus in an inverse manner (Fig. 3). In the absence of REV-ERBα the time-dependent subcellular distribution changes in GR was not observed anymore (Fig. 4), indicating that REV-ERBα might play a role in this process. We do not know what the role of REV-ERBβ is, but it is probably not strong, because it cannot compensate for the loss of REV-ERBα. Our interpretation of the data is that REV-ERBα influences the subcellular distribution of GR through interaction with HSP90. However, we cannot exclude that REV-ERBα influences the machinery for translocation of GR into the nucleus. Corticosterone seems not to be a factor, though, because corticosterone levels in *Rev-erbα^−/−^* mice are not different compared to in wild type (Fig. 5B), as observed previously (Delezie et al., 2012).

### Sequential interaction of REV-ERBα and GR at different sites on HSP90

In order to investigate the temporal profile of REV-ERBα and GR interaction with HSP90 we analyzed total liver extracts collected at 4-h intervals from ZT0–ZT20 of wild-type and *Rev-erbα^−/−^* mice (Fig. 6A). We observed a sequential interaction of these two nuclear receptors with HSP90 between ZT0 and ZT12 with an overlap at ZT4. This indicates that the GR interaction with HSP90 disappeared upon the emergence of REV-ERBα interaction. Because the binding site of the two nuclear receptors to HSP90 appears not to be identical (Fig. 6B), a direct competition for the same binding site on HSP90 can be excluded. Possibly structural changes of HSP90 due to REV-ERBα binding might reduce the affinity of HSP90 for GR and release it. This possibility is supported by the observation that REV-ERBα protein levels start to increase at ZT4 with a maximum at ZT8 in liver tissue (Preitner et al., 2002), which coincides with the observed binding to HSP90 (Fig. 6A). Because most of the REV-ERBα protein appears to be nuclear at ZT8 (Fig. 3), the cytoplasmic HSP90-bound form of this nuclear receptor is most likely a differently modified or a truncated version. Evidence for a modified form of REV-ERBα can be seen in our overexpression experiment in Fig. 2D, where a double band of REV-ERBα protein was detected (Fig. 2D, 0 h after CHX treatment). It is known that REV-ERBα is phosphorylated and stabilized by GSK3β phosphorylation at serine residues 55 and 59 (Yin et al., 2006), and there might even be more modifications. Hence, post-translational modifications are important for the stability and might be important for the transport of REV-ERBα from the cytoplasm to the nucleus. Variants of REV-ERBα stemming from such processes are most likely dependent on the time of day, because at the time when REV-ERBα is predominantly cytoplasmic (ZT20) (Fig. 3) no interaction with HSP90 was observed (Fig. 6A).

Different forms of GR (splicing variants, translational initiation variants or post-translational modification variants; reviewed in Vandevyver et al., 2014) might also contribute to the inverse subcellular distribution observed in comparison to REV-ERBα. Evidence for this can be seen in Fig. 2C, where the input shows a double band for GR, which disappears after immunoprecipitation with HSP90 (Fig. 2C). This might affect REV-ERBα and its interaction with HSP90 and its subsequent subcellular localization. Taken together, it appears that the inverse subcellular localization we observed between GR and REV-ERBα is mechanistically very complex and not a simple competition between two nuclear receptors for binding to HSP90. Given that HSP90 is a very abundant protein in the cytoplasm, interaction with it is probably regulated by post-translational modification of its binding partners.

### REV-ERBα, GR and inflammation

Diurnal variation of inflammatory function has been described (Castanon-Cervantes et al., 2010), but molecular mechanisms mediating its gating are unknown. Disruption of the circadian clock by deleting *Bmal1* specifically in macrophages has been shown to remove all temporal gating of endotoxin-induced responses (Gibbs et al., 2012). This loss of circadian gating was coincident with suppressed *Rev-erbα* expression. Given that REV-ERBα has been reported to modulate expression of NF-κB-responsive genes in humans (Migita et al., 2004) and GR exerts anti-inflammatory action in part by antagonizing NF-κB through upregulation of IκBα (Scheinman et al., 1995; Almawi and Melemedjian, 2002), whose promoter contains GR-binding sites (Lim et al., 2015), we treated primary cultures of hepatocytes from control and *Rev-erbα^−/−^* mice with ethanol to activate this pathway (Fig. 7, Fig. S1). We found that this signaling pathway is inhibited in hepatocytes of *Rev-erbα^−/−^* mice, but knocking down GR or IκBα led to an almost normal induction of this signaling pathway as manifested by the induction of TNFα. Hence, REV-ERBα appears to be a link between the clock and immune function, most likely through its potential to interfere with the interaction of GR with HSP90, thereby gating nuclear entry of GR to ZT20 by an unknown and probably indirect mechanism (Fig. 4). This provides a rational for the observation that in mice with a bronchiole-specific deletion of *Bmal1*, circadian binding of GR at the *Cxcl5* locus is disrupted (Gibbs et al., 2014). In these animals REV-ERBα expression is strongly reduced, and the presence of GR in the nucleus would not be gated anymore. Accordingly, *Cxcl5* would not be rhythmically, but rather constantly expressed, which has been observed in lung tissue of these animals (Gibbs et al., 2014). Taken together, this indicates that gating of GR to the nucleus involving REV-ERBα most likely does not only occur in liver but in other tissues such as the lung as well.

### REV-ERBα, GR and metabolism

Metabolism is affected in both *Rev-erbα* and GR liver-specific knockout mice (Opherk et al., 2004; Bugge et al., 2012; Cho et al., 2012). Mice lacking GR in the liver display faster phase-resetting of the liver clock upon restricted feeding (Le Minh et al., 2001), and *Rev-erbα^−/−^* mice exhibit a reduction in food anticipatory behavior (Delezie et al., 2012). This illustrates that metabolism is modulated by these two nuclear receptors.

Our data support this view. For example, alcohol dehydrogenase 1 (*Adh1*) expression is altered in the liver of *Rev-erbα^−/−^* mice (Fig. 8C) and is regulated by GR, as evidenced by ChIP (Fig. 8E), illustrating the potential consequence of lack of REV-ERBα on GR expression at ZT8. Similar effects were observed for glycine N-methyltransferase (*Gnmt*) and hepatic lipase C (*Lipc*), enzymes involved in liver detoxification and lipid metabolism, respectively. Although these genes appear to be regulated by GR (Fig. 8E), the pathways they are involved in are also altered in *Rev-erbα^−/−^* mice (Le Martelot et al., 2009; Bugge et al., 2012; Cho et al., 2012). Most interestingly, Insig2 an oxysterol sensor, that sequesters sterol-regulatory-element-binding proteins to the endoplasmic reticulum and thereby indirectly modulates fatty acid and cholestorol metabolism, has been identified as a bona fide REV-ERBα target (Le Martelot et al., 2009). Our data confirm the change of *Insig2a* gene expression in *Rev-erbα^−/−^* mice (Fig. 8D) with the twist that this gene can be regulated by GR, as evidenced by ChIP (Fig. 8E). These results suggest a close relationship between REV-ERBα- and GR-mediated transcriptional regulation.

In summary, we show in this study that REV-ERBα influences the subcellular distribution of the GR protein by an unknown mechanism. As a consequence these two nuclear receptors influence the transcriptional potential of each other leading to a temporal segregation of GR target gene expression. This illustrates the complex cross-regulation between nuclear receptors, providing an explanation for off-target effects of drugs modulating specific nuclear receptor functions.

## MATERIALS AND METHODS

### Animals

Animal care and handling was performed in accordance with the guidelines of the Schweizer Tierschutzgesetz (TSchG, SR455) and the declaration of Helsinki authorized by the Office Veterinaire Cantonal de Fribourg. *Rev-erba-*knockout mice (Preitner et al., 2002, 129/C57BL6 mixed background) were obtained from heterozygous breeding pairs originally provided by Prof. Ueli Schibler (Department of Molecular Biology, University of Geneva, Geneva). Two- to four-month-old male mice were used for experiments and wild-type mice served as controls. Animals were kept under 12 h light and 12 h dark conditions with food and water *ad libitum*.

### Cell culture

NIH3T3 mouse fibroblast cells (ATCC^R^CRL-1658™) were maintained in Dulbecco's modified Eagle's medium (DMEM), containing 10% fetal calf serum (FCS) and 100 U/ml penicillin-streptomycin at 37°C in a humidified atmosphere containing 5% CO_2_. NIH3T3 cells were treated with 100 µM cycloheximide after transfection containing either empty vector or PSCT1-Rev-erbα. Cells were harvested 0, 2, 4 and 6 h after treatment.

### Quantitative real-time PCR

Total RNA was extracted from snap-frozen liver tissue using RNA-Bee (AMS Biotechnology), according to the manufacturer's instructions. Liver RNA was precipitated in 4 M LiCl to remove glycogen, and was purified further by phenol:chloroform extraction and ethanol precipitation. Single-stranded DNA (ssDNA) complementary to the RNA starting from hybridized random hexamer primers was synthesized with SuperScript II (Life Technology Corporation) according to the manufacturer's instructions. SYBR green fluorescence-based qRT-PCR was performed for RNA quantification (KAPA SYBR FAST Universal, KAPA Biosystems, RotorGene 6000, Corbett Research). All RNA samples were normalized to *Gapdh*. Primers are listed in Table S2.

### Luciferase reporter assays and transfection

A 1756-bp fragment of the mouse Nr3c1 promoter region (−1750 to +6 bp from the transcription start site containing RORE elements) was cloned into the pGL3 basic vector (Promega) using the following primers: 5′-CGGTACCTGAAGTCGTGTCCTTAC-3′ (sense primer) and 5′-CCTCGAGGTCTCCAAGAGAAACAC-3′ (anti-sense primer). Transfection and luciferase reporter assays were performed with NIH3T3 cells according to Schnell et al. (2014). The *Bmal1* promoter region cloned into pGL3 were used as positive controls.

### Western blotting analysis

Protein of cultured cells and liver tissue was extracted using RIPA buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% Triton X-100, 0.5% sodium deoxycholate containing protease and phosphatase inhibitors). Protein samples (40 μg) were subjected to electrophoresis on 10% SDS-polyacrylamide gels and transferred to a nitrocellulose (Amersham Protran Supported 0.45 NC, GE healthcare). After blocking with 0.5% dry milk in PBS-Tween 0.1%, the membranes were probed with antibodies against GR (1:500, Santa Cruz Biotechnology, sc-1004), HSP90α/β (F-8) (1:1000, Santa Cruz Biotechnology, sc-13119), REV-ERBα (1:200, Santa Cruz Biotechnology, sc-100910), BMAL1 (1:500, Ripperger and Schibler, 2006), NF-κB p65 (1:200, Santa Cruz Biotechnology, sc-109), IκBα (1:200, Santa Cruz Biotechnology, sc-371), phosphorylated (p-)IκBα (1:200, Santa Cruz Biotechnology, sc-8404), tubulin (1:1000, Abcam, ab 15246) or LAMINB1 (1:500, Santa Cruz Biotechnology, sc-30264) overnight at 4°C. Anti-rabbit-IgG, mouse-IgG and goat-IgG antibody conjugated to horseradish peroxidase (HPR) was used as a secondary antibody. Detection of the immune complexes was performed using Western Bright Quantum system (Advansta) and quantification was done with the Quantity One analysis software (BioRad).

### Pulldown assay with HSP90 fragments

GST-fused recombinant HSP90 proteins were expressed in an *E. coli* BL21 strain [plasmids: GST-Hsp90 N(9-236), GST-Hsp90M(272-617), and GST-Hsp90 C(626-732), Addgene 22481, 22482 and 22483, respectively]. Proteins were purified to homogeneity with glutathione–agarose beads for 2 h at 4°C. The beads were then incubated overnight at 4°C with purified GR and REV-ERBα both containing a His-tag (GR-LBD: pET15Avi6HT-Nr3c1 DNASU plasmid no. HsCD00651869; Rev-erbα: pET15bxRev-erbα). Subsequently, elution with 10 mM reduced glutahione took place for 15 min at room temperature. Elution was stopped by adding Laemmli buffer and samples were loaded onto the gel after 10 min at 95°C.

### Preparation of cytoplasm and nuclear extracts from primary cultured hepatocytes

The isolated hepatocytes nuclear extracts were washed with PBS and then were homogenized in ice-cold homogenization buffer (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 1 mM DTT, 0.1 mM EDTA and 0.1% NP40) containing protease inhibitor (1 μg/ml). The homogenates were incubated on ice for 30 min and nuclei were collected by centrifugation at 800 ***g*** for 5 min at 4°C. Nuclei were resuspended in extraction buffer (20 mM HEPES pH 7.9, 10% glycerol, 400 mM NaCl, 1.5 mM MgCl_2_, 0.1 mM EDTA, 1 mM DTT, and 0.1% NP40) containing protease inhibitor. After incubation on ice for 1 h, cell debris and DNA was removed by centrifugation at 21,000 ***g*** for 10 min at 4°C. Extracts were aliquoted and stored at −80°C.

### Co-immunoprecipitation

For co-immunoprecipitation experiments with cultured cells and mouse whole-liver extracts, 400 μg of whole extracts were incubated with rotation overnight at 4°C with the indicated antibody and captured with protein-A–agarose beads (Roche Applied Science) for 4 h at 4°C. The beads were washed four times with RIPA buffer. After washes, the samples were resuspended in 4× SDS protein sample buffer (40% glycerol, 240 mM Tris-HCl pH 6.8, 8% SDS, 0.04% Bromophenol Blue, 5% β-mercaptoethanol) and subjected to SDS-PAGE.

### Mouse hepatocyte isolation

Hepatocytes were isolated from livers of *Rev-erbα*^−/−^ and wild-type mice using collagenase perfusion with modifications. The inferior vena cava was cannulated and the liver was first perfused *in situ* with a Hanks' buffer salt solution (HBSS), pH 7.4 (4 ml/min, 37°C for 10 min), followed by perfusion with HBSS containing 1 mM Ca^2+^ and Mg^2+^ and 0.01% collagenase type 1 (Thermo Fisher Sientific), pH 7.4, for 10 min. The liver was removed and then gently minced in HBSS containing 1 mM Ca^2+^ and Mg^2+^ and 0.01% collagenase type 1, pH 7.4. The liver cell suspension was then filtered with Falcon cell strainers (70 mm; Becton Dickinson, Bedford, MA) and centrifuged at 50 ***g*** for 10 min. Cells were plated on a collagen-I-coated plate (Thermo Fisher Sientific), (6×105 cells/well) in DMEM containing 10% FCS and 100 U/ml penicillin-streptomycin at 37°C in a humidified atmosphere containing 5% CO_2_. After an initial 5-h attachment period, cultures were washed with PBS and then fresh culture medium.

### Immunohistochemistry

Animals used for the immunohistochemistry were killed at ZT8 and ZT20. Brains were perfused with 0.9% NaCl and 4% paraformaldehyde (PFA). Perfused brains were cryoprotected by 30% sucrose solution, and sectioned (15 μm) using a cryostat. Sections chosen for staining were washed three times with 1× TBS and 2× SSC (pH 7, 0.3 M NaCl/0.03 M tri-Na-citrate). Antigen retrieval was performed with 50% formamide and 2× SSC by heating to 65°C for 60 min. Later, sections were washed in 2× SSC and in 1× TBS pH 7.5 (0.1 M Tris-HCl, 0.15 M NaCl), before blocking them for 2 h in 10% normal donkey serum sterile (NDS, ab138579, abcam, UK), 0.1% Triton X-100 and 1× TBS at room temperature. After the blocking, primary anti-Rev-Erbα antibody (ab174309, abcam, 1:100), anti-GR (Santa Cruz Biotechnology, sc-1004, 1:50) and anti-HSP90 antibody (Santa Cruz Biotechnology, sc-13119, 1:50), diluted in 1% normal donkey serum (NDS), 0.1% Triton X-100 and 1× TBS were added to the sections and incubated 48 h at 4°C. Sections were washed with in 1× TBS and incubated with the appropriate fluorescent secondary antibodies diluted 1:500 in 1% NDS, 0.1% Triton X-100 and 1× TBS for 3 h at room temperature [Alexa Fluor^®^ 488-AffiniPure donkey anti-rabbit IgG (H+L), 711-545-152, and Alexa Fluor^®^ 647-AffiniPure donkey anti-mouse IgG (H+L), 715-605-150; Jackson Immuno Research]. After washing with 1× TBS, nuclei were counterstained with DAPI (300 nM) for 15 min. Finally, the tissue sections were washed again twice in 1× TBS and mounted on glass microscope slides. Fluorescence images were taken by using a confocal microscope (Leica TCS SP5), and images were taken with objective 20× a resolution of 1024×1024, scan speed 200 Hz and *z*-stack of 1.5 μm through whole section with frame average of 3. Images were processed with LAS AS software from LEICA.

### Preparation of cytoplasm and nuclear extracts from liver

Small piece of frozen liver was homogenized in ice-cold homogenization buffer (100 mM Tris-HCl, 10 mM DTT). The homogenates were incubated on ice for 10 min and centrifuged at 2900 ***g*** for 5 min at 4°C. Pellets were resuspended in 200 μl complete cytoplasm lysis buffer (10 mM EDTA, 10 mM Hepes, 5 mM NaF, 0.2 mM Na Vanadate, 2 mM DTT, and 0.2% Triton X-100) containing protease inhibitor (Roche) and centrifuged at 2900 ***g*** for 5 min at 4°C. Supernatant were collected as cytoplasm extracts. After three washes with complete cytoplasm lysis buffer, nuclei were resuspended in 100 μl NDB buffer (20% glycerol, 20 mM Hepes, 0.2 mM EDTA, 10 mM NaF, 0.4 mM Na Vanadate, 2 mM DTT and 100 mM KCl) containing protease inhibitor and 100 μl NUN buffer (2 M urea, 600 mM NaCl, 2% NP-40, and 50 mM Hepes) were added. After incubation on ice for 30 min, cell debris and DNA was removed by centrifugation at 15,700 ***g*** for 30 min at 4°C. Supernatant was collected as for nuclear extracts.

### Plasma corticosterone measurement

Under gaseous isoflourane anesthesia, blood samples were collected from the tail vein at different time points (ZT8 and ZT20). Plasma was recovered by centrifuging samples at 1500 ***g*** for 10 min in an Eppendorf centrifuge. Plasma corticosterone levels were measured with the Corticosterone EIA kit (ADI-900-097, Enzo Life Sciences) according to the manufacturer's instructions.

### Knockdown of GR and IκBα, ethanol treatment and measurement of TNF

At 24 h after seeding cells, shRNA lentiviral particles (GR; sc-35506-V, IκBα; sc-29361-V, Santa Cruz Biotechnology) were used for knocking down GR and IκBα according to the manufacturer's instructions. Knockdown efficiency was assessed at 48 h post transduction by western blotting. Scrambled shRNA lentiviral particles (sc-108080, Santa Cruz Biotechnology) was used as a negative control. At 24 h after transduction, dexamethasone was added to a final concentration of 1 μM. After 24 h, the culture medium was changed for one with or without 100 mM ethanol. After 24 h, the medium was collected and the levels of TNF were measured with the TNF alpha ELISA Kit (Thermo Fischer Scientific) according to the manufacturer's instructions. Cells were washed twice with phosphate buffer, scraped and subjected to protein extraction.

### RNA extraction and library construction

Liver samples were immediately flash frozen in liquid N_2_ and stored at −80°C. RNA was extracted using NucleoSpin RNA (Machery-Nagel, Düren, Germany) according to the instructions of the manufacturer. The quality of the RNA samples was analyzed with a spectrophotometer, agarose gel electrophoresis and reverse-transcription-PCR. Library construction starting from the poly(A)-tail and multiplexing was performed according to the instructions of the manufacturer (Illumina). The samples were organized as follows: three replicas (1-WT, 2-WT, 3-WT) correspond to genotype WT at ZT8; three replicas (4-Rev, 5-Rev, 6-Rev) correspond to genotype *Rev-erbα*^−/−^ at ZT8; three replicas (7-WT, 8-WT, 9-WT) correspond to genotype WT at ZT20; three replicas (10-Rev, 11-Rev, 12-Rev) correspond to genotype *Rev-erbα*^−/−^ at ZT20.

For the experiment, complementary DNA (cDNA) libraries were barcoded using Illumina primers and loaded onto one lane of an IlluminaHS2000 machine. cDNA libraries were diluted and loaded onto each lane. The samples were sequenced for a maximum sequencing length of 75 bp.

### Analysis of RNA-Seq data sets

Sequences were aligned to the mouse genome (UCSC version mm10 database). Numbers of the sequences obtained for each library can be found in Table S3. Sequences (fastq format) were mapped with Tophat (Trapnell et al., 2009), uniquely mapped sequences from the output files (bam format) were then used for further analysis, the percentage of the mapping obtained for each sample can be found in Table S3. For all files, the reads were counted with HTSeq-count using the following criteria:

samtools view sample.bam | htseq-count -m union -a 10 -s no -i gene_name Mus_Musculus.gtf>sample_counts.txt.

Tests for differential expression between the samples were performed in R software (R Core Team, 2014 http://www.R-project.org/) using the DESeq2 package (Version 1.6.3) (Love et al., 2014). A threshold on the corrected *P* value was used to call for differentially expressed genes (*P*.adjust<0.05).

The RNA-seq data have been deposited in NCBI Gene Expression Omnibus database under accession code GSE79087.

### Pathway analysis

The analysis was performed using official web-based set of tools for searching and browsing the Gene Ontology database AmiGO 2 (Carbon et al., 2009) (http://amigo.geneontology.org/amigo). Analysis of GO data was done using term enrichment analysis, finding significant shared GO terms or parents of those GO terms to help discover what input genes might be in common (Mi et al., 2013).

### Chromatin immunoprecipitation

ChIP was performed as described previously (Ripperger and Schibler, 2006) using an anti-GR antibody at a dilution of 1:25 (M-20, sc-1004, Santa Cruz Biotechnology). Binding sites for GR in the 5′-ends of target genes were derived from a published ChIP sequencing experiment (GSM1446065 and GSM1446066, Lim et al., 2015), comparing the binding of GR to mouse liver chromatin at two different time points (6 am versus 6 pm). The probes to detect the immunoprecipitated DNA fragments are listed in Table S4.

### Statistical analysis

Statistical evaluation of all experiments was performed using GraphPad Prism6 software. Depending on the type of data, either an unpaired *t*-test, or one- or two-way ANOVA with Bonferroni or Tukey's post-hoc test was performed. Values were considered significantly different are highlighted [*P*<0.05 (*), *P*<0.01 (**), or *P*<0.001 (***)].

## References

[JCS190959C1] AlmawiW. Y. and MelemedjianO. K. (2002). Molecular mechanisms of glucocorticoid antiproliferative effects: antagonism of transcription factor activity by glucocorticoid receptor. *J. Leukoc. Biol.* 71, 9-15.11781376

[JCS190959C2] BeierJ. I. and McClainC. J. (2010). Mechanisms and cell signaling in alcoholic liver disease. *Biol. Chem.* 391, 1249-1264. 10.1515/bc.2010.13720868231PMC3755482

[JCS190959C3] BergJ. M. (1989). DNA binding specificity of steroid receptors. *Cell* 57, 1065-1068. 10.1016/0092-8674(89)90042-12661016

[JCS190959C4] BuckinghamJ. C. (2006). Glucocorticoids: exemplars of multi-tasking. *Br. J. Pharmacol.* 147 Suppl. 1, S258-S268. 10.1038/sj.bjp.070645616402112PMC1760726

[JCS190959C5] BuggeA., FengD., EverettL. J., BriggsE. R., MullicanS. E., WangF., JagerJ. and LazarM. A. (2012). Rev-erbalpha and Rev-erbbeta coordinately protect the circadian clock and normal metabolic function. *Genes Dev.* 26, 657-667. 10.1101/gad.186858.11222474260PMC3323877

[JCS190959C6] BuhrE. D. and TakahashiJ. S. (2013). Molecular components of the Mammalian circadian clock. *Handb. Exp. Pharmacol.* 217, 3-27. 10.1007/978-3-642-25950-0_1PMC376286423604473

[JCS190959C7] CarbonS., IrelandA., MungallC. J., ShuS., MarshallB. and LewisS., AmiGO hub web presence working group (2009). AmiGO: online access to ontology and annotation data. *Bioinformatics* 25, 288-289. 10.1093/bioinformatics/btn61519033274PMC2639003

[JCS190959C8] Castanon-CervantesO., WuM., EhlenJ. C., PaulK., GambleK. L., JohnsonR. L., BesingR. C., MenakerM., GewirtzA. T. and DavidsonA. J. (2010). Dysregulation of inflammatory responses by chronic circadian disruption. *J. Immunol.* 185, 5796-5805. 10.4049/jimmunol.100102620944004PMC2974025

[JCS190959C10] ChoH., ZhaoX., HatoriM., YuR. T., BarishG. D., LamM. T., ChongL.-W., DiTacchioL., AtkinsA. R., GlassC. K.et al. (2012). Regulation of circadian behaviour and metabolism by REV-ERB-alpha and REV-ERB-beta. *Nature* 485, 123-127. 10.1038/nature1104822460952PMC3367514

[JCS190959C11] De BosscherK., Vanden BergheW. and HaegemanG. (2000). Mechanisms of anti-inflammatory action and of immunosuppression by glucocorticoids: negative interference of activated glucocorticoid receptor with transcription factors. *J. Neuroimmunol.* 109, 16-22. 10.1016/S0165-5728(00)00297-610969176

[JCS190959C12] De BosscherK., Vanden BergheW. and HaegemanG. (2003). The interplay between the glucocorticoid receptor and nuclear factor-kappaB or activator protein-1: molecular mechanisms for gene repression. *Endocr. Rev.* 24, 488-522. 10.1210/er.2002-000612920152

[JCS190959C13] DelezieJ., DumontS., DardenteH., OudartH., Grechez-CassiauA., KlosenP., TeboulM., DelaunayF., PevetP. and ChalletE. (2012). The nuclear receptor REV-ERBalpha is required for the daily balance of carbohydrate and lipid metabolism. *FASEB J.* 26, 3321-3335. 10.1096/fj.12-20875122562834

[JCS190959C14] DerooB. J. and ArcherT. K. (2001). Glucocorticoid receptor activation of the Ikappa Balpha promoter within chromatin. *Mol. Biol. Cell* 12, 3365-3374. 10.1091/mbc.12.11.336511694573PMC60261

[JCS190959C15] DownesM., CarozziA. J. and MuscatG. E. (1995). Constitutive expression of the orphan receptor, Rev-erbA alpha, inhibits muscle differentiation and abrogates the expression of the myoD gene family. *Mol. Endocrinol.* 9, 1666-1678 10.1210/mend.9.12.86144038614403

[JCS190959C16] EdenbergH. J. and BrownC. J. (1992). Regulation of human alcohol dehydrogenase genes. *Pharmacogenetics* 2, 185-196. 10.1097/00008571-199210000-000011339084

[JCS190959C17] EvansR. M. (1988). The steroid and thyroid hormone receptor superfamily. *Science* 240, 889-895. 10.1126/science.32839393283939PMC6159881

[JCS190959C18] EverettL. J. and LazarM. A. (2014). Nuclear receptor Rev-erbalpha: up, down, and all around. *Trends Endocrinol. Metab.* 25, 586-592. 10.1016/j.tem.2014.06.01125066191PMC4252361

[JCS190959C19] FanC., LiQ., ZhangY., LiuX., LuoM., AbbottD., ZhouW. and EngelhardtJ. F. (2004). IkappaBalpha and IkappaBbeta possess injury context-specific functions that uniquely influence hepatic NF-kappaB induction and inflammation. *J. Clin. Invest.* 113, 746-755. 10.1172/JCI1733714991073PMC351311

[JCS190959C20] GaoB., SekiE., BrennerD. A., FriedmanS., CohenJ. I., NagyL., SzaboG. and ZakhariS. (2011). Innate immunity in alcoholic liver disease. *Am. J. Physiol. Gastrointest. Liver Physiol.* 300, G516-G525. 10.1152/ajpgi.00537.201021252049PMC3774265

[JCS190959C21] GibbsJ. E., BlaikleyJ., BeesleyS., MatthewsL., SimpsonK. D., BoyceS. H., FarrowS. N., ElseK. J., SinghD., RayD. W.et al. (2012). The nuclear receptor REV-ERBalpha mediates circadian regulation of innate immunity through selective regulation of inflammatory cytokines. *Proc. Natl. Acad. Sci. USA* 109, 582-587. 10.1073/pnas.110675010922184247PMC3258648

[JCS190959C22] GibbsJ., InceL., MatthewsL., MeiJ., BellT., YangN., SaerB., BegleyN., PoolmanT., PariollaudM.et al. (2014). An epithelial circadian clock controls pulmonary inflammation and glucocorticoid action. *Nat. Med.* 20, 919-926. 10.1038/nm.359925064128PMC4268501

[JCS190959C23] KirschkeE., GoswamiD., SouthworthD., GriffinP. R. and AgardD. A. (2014). Glucocorticoid receptor function regulated by coordinated action of the Hsp90 and Hsp70 chaperone cycles. *Cell* 157, 1685-1697. 10.1016/j.cell.2014.04.03824949977PMC4087167

[JCS190959C24] KumarN., SoltL. A., WangY., RogersP. M., BhattacharyyaG., KameneckaT. M., StayrookK. R., CrumbleyC., FloydZ. E., GimbleJ. M.et al. (2010). Regulation of adipogenesis by natural and synthetic REV-ERB ligands. *Endocrinology* 151, 3015-3025. 10.1210/en.2009-080020427485PMC2903944

[JCS190959C25] LaitinenS., FontaineC., FruchartJ. C. and StaelsB. (2015). The role of the orphan nuclear receptor Rev-erb alpha in adipocyte differentiation and function. *Biochimie* 1, 21-25. 10.1016/j.biochi.2004.12.00615733732

[JCS190959C26] Le MartelotG., ClaudelT., GatfieldD., SchaadO., KornmannB., Lo SassoG., MoschettaA. and SchiblerU. (2009). REV-ERBalpha participates in circadian SREBP signaling and bile acid homeostasis. *PLoS Biol.* 7, e1000181 10.1371/journal.pbio.100018119721697PMC2726950

[JCS190959C27] Le MinhN., DamiolaF., TroncheF., SchutzG. and SchiblerU. (2001). Glucocorticoid hormones inhibit food-induced phase-shifting of peripheral circadian oscillators. *EMBO J.* 20, 7128-7136. 10.1093/emboj/20.24.712811742989PMC125339

[JCS190959C28] LimH.-W., UhlenhautN. H., RauchA., WeinerJ., HübnerS., HübnerN., WonK.-J., LazarM. A., TuckermannJ. and StegerD. J. (2015). Genomic redistribution of GR monomers and dimers mediates transcriptional response to exogenous glucocorticoid in vivo. *Genome Res.* 25, 836-844. 10.1101/gr.188581.11425957148PMC4448680

[JCS190959C29] LoveM. I., HuberW. and AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550 10.1186/s13059-014-0550-825516281PMC4302049

[JCS190959C30] MiH., MurunganujanA., CasagrandeJ. T. and ThomasP. D. (2013). Large-scale gene function analysis with the PANTHER classification system. *Nat. Protoc.* 8, 1551-1566. 10.1038/nprot.2013.09223868073PMC6519453

[JCS190959C31] MigitaH., MorserJ. and KawaiK. (2004). Rev-erbalpha upregulates NF-kappaB-responsive genes in vascular smooth muscle cells. *FEBS Lett.* 561, 69-74. 10.1016/S0014-5793(04)00118-815013753

[JCS190959C32] OpherkC., TroncheF., KellendonkC., KohlmullerD., SchulzeA., SchmidW. and SchutzG. (2004). Inactivation of the glucocorticoid receptor in hepatocytes leads to fasting hypoglycemia and ameliorates hyperglycemia in streptozotocin-induced diabetes mellitus. *Mol. Endocrinol.* 18, 1346-1353. 10.1210/me.2003-028315031319

[JCS190959C33] PandaS., HogeneschJ. B. and KayS. A. (2002). Circadian rhythms from flies to human. *Nature* 417, 329-335. 10.1038/417329a12015613

[JCS190959C34] Phuc LeP., FriedmanJ. R., SchugJ., BrestelliJ. E., ParkerJ. B., BochkisI. M. and KaestnerK. H. (2005). Glucocorticoid receptor-dependent gene regulatory networks. *PLoS Genet.* 1, e16 10.1371/journal.pgen.001001616110340PMC1186734

[JCS190959C35] PreitnerN., DamiolaF., Lopez-MolinaL., ZakanyJ., DubouleD., AlbrechtU. and SchiblerU. (2002). The orphan nuclear receptor REV-ERBalpha controls circadian transcription within the positive limb of the mammalian circadian oscillator. *Cell* 110, 251-260. 10.1016/S0092-8674(02)00825-512150932

[JCS190959C36] ReddyT. E., PauliF., SprouseR. O., NeffN. F., NewberryK. M., GarabedianM. J. and MyersR. M. (2009). Genomic determination of the glucocorticoid response reveals unexpected mechanisms of gene regulation. *Genome Res.* 19, 2163-2171. 10.1101/gr.097022.10919801529PMC2792167

[JCS190959C37] ReppertS. M. and WeaverD. R. (2001). Molecular analysis of mammalian circadian rhythms. *Annu. Rev. Physiol.* 63, 647-676. 10.1146/annurev.physiol.63.1.64711181971

[JCS190959C38] ReppertS. M. and WeaverD. R. (2002). Coordination of circadian timing in mammals. *Nature* 418, 935-941. 10.1038/nature0096512198538

[JCS190959C39] RippergerJ. A. and SchiblerU. (2006). Rhythmic CLOCK-BMAL1 binding to multiple E-box motifs drives circadian Dbp transcription and chromatin transitions. *Nat. Genet.* 38, 369-374. 10.1038/ng173816474407

[JCS190959C40] ScheinmanR. I., CogswellP. C., LofquistA. K. and BaldwinA. S.Jr (1995). Role of transcriptional activation of I kappa B alpha in mediation of immunosuppression by glucocorticoids. *Science* 270, 283-286. 10.1126/science.270.5234.2837569975

[JCS190959C41] SchnellA., ChappuisS., SchmutzI., BraiE., RippergerJ. A., SchaadO., WelzlH., DescombesP., AlberiL. and AlbrechtU. (2014). The nuclear receptor REV-ERBalpha regulates Fabp7 and modulates adult hippocampal neurogenesis. *PLoS ONE* 9, e99883 10.1371/journal.pone.009988324932636PMC4059695

[JCS190959C42] SirianiD., MitsiouD. J. and AlexisM. N. (2005). Heat-induced degradation of overexpressed glucocorticoid receptor Separate protective roles of hsp90 and hsp70. *J. Steroid. Biochem. Mol. Biol.* 94, 93-101. 10.1016/j.jsbmb.2005.01.01315862954

[JCS190959C43] SultanaR., TheodorakiM. A. and CaplanA. J. (2013). Specificity in the actions of the UBR1 ubiquitin ligase in the degradation of nuclear receptors. *FEBS Open Bio.* 3, 394-397. 10.1016/j.fob.2013.09.003PMC382102324251101

[JCS190959C44] TrapnellC., PachterL. and SalzbergS. L. (2009). TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics* 25, 1105-1111. 10.1093/bioinformatics/btp12019289445PMC2672628

[JCS190959C45] TroncheF., KellendonkC., ReichardtH. M. and SchutzG. (1998). Genetic dissection of glucocorticoid receptor function in mice. *Curr. Opin. Genet. Dev.* 8, 532-538. 10.1016/S0959-437X(98)80007-59794823

[JCS190959C46] VandevyverS., DejagerL. and LibertC. (2014). Comprehensive overview of the structure and regulation of the glucocorticoid receptor. *Endocr. Rev.* 35, 671-693. 10.1210/er.2014-101024937701

[JCS190959C47] WangF., YangJ.-L., YuK.-K., XuM., XuY.-Z., ChenL., LuY.-M., FangH.-S., WangX.-Y., HuZ.-Q.et al. (2015). Activation of the NF-kappaB pathway as a mechanism of alcohol enhanced progression and metastasis of human hepatocellular carcinoma. *Mol. Cancer* 14, 10 10.1186/s12943-014-0274-025622857PMC4320626

[JCS190959C48] WoldtE., SebtiY., SoltL. A., DuhemC., LancelS., EeckhouteJ., HesselinkM. K. C., PaquetC., DelhayeS., ShinY.et al. (2013). Rev-erb-alpha modulates skeletal muscle oxidative capacity by regulating mitochondrial biogenesis and autophagy. *Nat. Med.* 19, 1039-1046. 10.1038/nm.321323852339PMC3737409

[JCS190959C49] YinL., WangJ., KleinP. S. and LazarM. A. (2006). Nuclear receptor Rev-erbα is a critical lithium-sensitive component of the circadian clock. *Science* 311, 1002-1005. 10.1126/science.112161316484495

How the deposited data were processed for this re-analysis (not part of the article)

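Liver RNA of 12 mice was analysed, 3 wild-type and 3 *Rev-erbα-/-* animals at ZT8 and 3 of each genotype at ZT20. Genotype, time point and replicate number were taken from the sample labels, which match the groups that the paper describes for Fig. 8A. The authors prepared poly(A) libraries, sequenced them on an Illumina HiSeq instrument, mapped the reads to mm10 with TopHat and counted uniquely mapped reads per gene symbol with HTSeq-count (union mode, minimum alignment quality 10, both strands together). They deposited raw counts for each sample, that is whole numbers of reads for 38926 gene symbols and 5 summary lines, without normalization, filtering or pooling of replicates. The authors then tested for differential expression with DESeq2, with a threshold of 0.05 on the adjusted p-value. The methods do not state whether all samples entered a single fit.

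Reads that align to more than 1 place are not in the gene counts. Genes with near-identical copies, such as ribosomal protein pseudogenes and the major urinary protein genes, are therefore counted only where their sequence is unique, and a sequence variant of the mouse strain can move their reads from 1 copy to another. Such genes were treated as uncertain. Between 17641809 and 26060192 reads per sample were counted on genes. At these depths, 3 counts correspond to 0.115 to 0.170 CPM, and differences below this level cannot be detected. Because the counts are per gene symbol, transcripts of the same gene are not separated.

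From the counts, genes with low counts were removed with filterByExpr, which left 14488 genes. Library sizes were scaled with TMM, and a quasi-likelihood model with robust dispersion estimates (glmQLFit, glmQLFTest) was fitted in edgeR 4.0.16 under R 4.3.3 with 4 group means over all 12 samples. The contrasts were *Rev-erbα-/-* against wild-type at ZT8 and at ZT20, the difference of these effects (interaction), and ZT20 against ZT8 within each genotype. P-values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05. A gene was counted as altered at ZT8 only if it passed the threshold at ZT8 and not at ZT20. Fold changes of at least 1.5 were counted on a linear scale. For single genes, TMM-scaled counts (CPM) are given as mean ± SD of 3 mice, with an exact permutation test whose smallest p-value is 0.1. Gene sets were tested with camera in limma 3.58.1 (inter-gene correlation 0.01) and by the mean log2 fold change of their genes. The fits were tested on simulated data before use. With 200 genes changed 3-fold, edgeR recovered 97% and called 7 unchanged genes, and DESeq2 recovered 98% and called 21.

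Alternatives were DESeq2 1.42.0 on all 12 samples, DESeq2 with fold-change shrinkage on the 6 samples of a comparison, size factors in place of TMM, no filter, a filter of at least 10 counts in every sample, a fit on only the 6 samples compared, the replicate number as a block, an adjusted p-value of 0.01, other readings of the 1.5 threshold, and leaving out each sample in turn. The genes named in the text are those that the paper names in its liver work, the 10 genes with the largest change at ZT8, the 5 with the largest change at ZT20 and the 5 with the largest interaction, among significant genes whose genotypes did not overlap, and the members of a set of 12 glucocorticoid-induced genes and of a set of 6 genes repressed by REV-ERBα through its response element (RORE). *Thra*, which overlaps *Nr1d1*, is named in addition. *Tnf* was too low to be tested. Gene positions come from the GENCODE annotation of the same genome build, which contains 13712 (94.6%) of the tested genes.

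The overlap of the altered genes with the dexamethasone and GR binding datasets (Fig. 8B) was not rebuilt, since these lists and Tables S1 to S3 are not in the files analysed here. The gene ontology step was not repeated. The qRT-PCR, Western blot and chromatin immunoprecipitation experiments have no files here.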

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

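The effect of genotype differed between ZT8 and ZT20 for 852 genes by the interaction test. Of 100 splits drawn from the 200 that exchange genotype labels within both time points, only the real split gave as many (1 of 100), and the largest other drawn gave 332. Over all 200, 2 gave as many. The second, which the draw did not include, keeps the real groups but exchanges the genotype labels at 1 time point, and gave 919. That split tests the mean genotype effect over both time points in place of its difference. The largest of the remaining splits gave 430. The smallest library had 17641809 counted reads, and with every library thinned to that size 785 genes remained. Across genes, which are not independent replicates, Spearman's rho of the interaction with transcript GC content was −0.131 and with transcript length −0.0730, both below the cutoff of 0.2 in size. A covariate for the acute-phase genes, described among the other observations, left 678 genes. With the share of alignments to more than 1 place as a covariate, the number rose to 1322. The number did not fall, as it would if this share were the cause. The rise lies outside both predicted outcomes, and it was decided after seeing it to treat the test as unsettled, so that this explanation was not formally excluded. At ZT8 the same covariate also raised the number of altered genes, to 1523, which is within the predicted range. No batch is given in the labels or the paper.

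The same splits bear on the lists of altered genes. For the 1224 genes at ZT8 and the 526 at ZT20, 1 of the 10 splits of the 6 samples gave as many, the real one, and the others gave 0 genes. With 10 splits a share below 0.1 is not possible, so that this share alone cannot exclude a chance split. Among 100 splits within both time points, 1 gave as many genes at both, at ZT8 only, at ZT20 only, and at ZT8 only with a 1.5-fold change. The largest other splits gave 905 genes at ZT8 only and 332 at ZT20 only, because some splits keep the real labels at 1 of the time points. Where the mice of a time point were regrouped, its own count was 0 or 1.

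Several genes that the paper names were flagged because their genotype effect differed between the time points. The differences on the log2 scale, ZT8 minus ZT20, were 5.20 for *Arntl*, 4.44 for *Cdkn1a*, 2.00 for *Ddc*, 2.24 for *Cry1*, 1.68 for *Insig2*, 1.36 for *Clock* and 0.635 for *Lipc*. They were −0.650 for *Adh1* and −1.20 for *Gapdh*, which had few uniquely mapped reads. Outside the paper's list, *Npas2* differed by 2.90, *Nfil3* by 2.48, *Tsc22d3* by 0.967, *Nupr1* by 5.14 and *Mab21l3* by 5.17. The adjusted p-values of these 14 genes were 0.0373 or smaller (edgeR). *Arntl*, *Npas2*, *Clock*, *Cry1* and *Nfil3* belong to the RORE set, whose mean log2 fold change was 2.19 at ZT8 and −0.121 at ZT20. For the set, 1 of the 10 splits at ZT8 gave a mean as large, and 2 of 10 at ZT20. Loss of repression by REV-ERBα at ZT8 is a candidate explanation, but 10 splits cannot exclude a chance split, and the test of multiple alignments over all genes (1322) was unsettled.

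Between ZT8 and ZT20, 4018 genes differed in wild-type and 2530 in *Rev-erbα-/-* liver, a comparison that the paper does not report. Within each genotype, only the real split of the 10 gave as many genes (1 of 10). For the difference between the 2 counts, 1 of 100 splits within time points was as large, and the largest other difference drawn was 1408. Over all 200 splits the real difference of 1488 was still the largest, but the next was 1455, so that the margin is small. After thinning to equal depth, the counts were 3816 and 2393, a ratio of 1.59. A weaker daily change in the absence of REV-ERBα is a hypothesis that these tests leave open. The acute-phase values of the wild-type ZT8 mice, GC content, gene length and multiple alignments were not tested for this pattern, so it is not called biological.

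At ZT20, 28 genes were present in all mice of 1 genotype and far lower or absent in the other, with at least a 10-fold gap between the groups and at least 1 CPM. Of these, 13 were higher in *Rev-erbα-/-* liver. At ZT8, there were 5 such genes, *Arntl*, *Cdkn1a*, *Nupr1*, *Rps13-ps2* and *Wdr72*. The rule does not require absence, and *Cdkn1a* was at 1.93 to 2.83 CPM in wild-type liver at ZT8. The ZT8 tests of switched genes below therefore do not bear on absent genes alone. The ZT20 group includes the genes with the largest interaction, *Rps13-ps2* (−21.7), *Tmc5* (13.2), *Rps13-ps1* (12.3), *Rps15a-ps8* (11.6) and *Cebpe* (10.5), and also *Rps3a2* (−9.80). *Rps13-ps2* was seen in wild-type liver at ZT8 (11.1, 18.8 and 23.3 CPM) and in *Rev-erbα-/-* liver at ZT20 (24.6, 26.9 and 23), and was at 0 in wild-type at ZT20. *Rps13-ps1* was at 9.55, 2.49 and 0 CPM in the 3 wild-type mice at ZT8, 22.7, 23.1 and 21.1 in wild-type at ZT20 and close to 0 in *Rev-erbα-/-* at ZT20. Of the 27 switched genes with a known position, 6 lie on chromosome 4 between 53791070 and 61304000 and 5 on chromosome 14 between 54710360 and 88123808. Those on chromosome 4 are *Rps15a-ps8* and the major urinary protein genes *Mup9*, *Mup10*, *Mup11*, *Mup12* and *Mup14*, which lie close together and have near-identical copies. The pattern was noticed in the data and tested on the same data.

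These mice were on a mixed background, so that a candidate explanation is strain haplotypes shared by the mice of a group. If so, other altered genes would be more frequent near the switched genes. At ZT20, 5.73% of the 1065 genes lying 0.5 to 5 Mb from a switched gene were altered, against 3.24% elsewhere (circular shifts along the genome, permutation p = 0.00999), whereas at ZT8 the p-value was 0.148. Pairs of altered genes 0.5 to 5 Mb apart numbered 820 at ZT20 against 572 after shuffling (permutation p = 0.0010, the smallest that 1000 shuffles can give), and 3363 against 3186 at ZT8 (p = 0.0789). A near-identical copy elsewhere in the annotation was found for 17 of 27 switched genes at ZT20 against 222 of 500 random genes (Fisher's exact test, p = 0.0458), and for 2 of 5 at ZT8 (p = 0.735). These 4 position tests and 2 copy tests were not corrected for their number, and the p-value of 0.0458 would not survive such a correction. The position tests did not set neighbouring members of the same gene family apart, so that they cannot tell haplotypes from such families. A mislabelling of genotypes at 1 time point was also considered. The share of genes altered at both time points that changed in the same direction was 0.509 (58 of 114), just above the cutoff of 0.5 set for this test. An exact binomial criterion added after seeing this value leaves the question open. Against an exchange, *Wdr72* was nearly absent in *Rev-erbα-/-* liver at both time points. The ZT20 pattern may thus come from strain haplotypes or shared reads, and a mislabelled sample was not excluded. It cannot be attributed to the loss of REV-ERBα.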

How the results depend on the processing

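The sample groups, the main tests of expression, the rule for named genes and all alternatives but 2 were set before the processed files arrived. Some tests of explanations were set or changed after values had been seen, as stated where they are described. The 2 alternatives added later combine DESeq2 with shrinkage and an absolute log2 fold change of at least 1.5, and were chosen after seeing the values.

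Size factors in place of TMM changed no headline result. The counts were also within 1.5 times of the main ones without a filter, with at least 10 counts in every sample, and with the replicate block. The labels pair the replicates only by number, and samples with the same number did not deviate together (mean correlation −0.0144). The block gave 1210 genes at ZT8, 479 at ZT20, 831 with a significant interaction, 3889 that differed between ZT20 and ZT8 in wild-type and 2399 in *Rev-erbα-/-*. The mean log2 fold change of the RORE set at ZT8 was past the threshold in every setting in which the sets were tested. The sets were not tested with DESeq2 or at an adjusted p-value of 0.01. The GR set was past the threshold in none of the tested settings. A fit on only 6 samples, with edgeR or DESeq2, cannot give the interaction, and a gene removed by a stricter filter has no value under it.

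The stricter adjusted p-value of 0.01 moved every count. It left 472 genes at ZT8, 223 at ZT20, 27 at both, 445 at ZT8 only, 196 at ZT20 only, 284 at ZT8 only with a 1.5-fold change, 357 with an interaction, and 2343 and 1231 that differed between time points in wild-type and *Rev-erbα-/-*. Fitting only the 6 samples of a comparison gave 769 genes at ZT8 and 689 at ZT8 only. In that fit the spread is estimated from the 6 ZT8 samples alone, which include wild-type mice with diverging acute-phase gene values, and this may lower the number of calls. DESeq2 on 12 samples called 194 genes at both time points, as its lists are longer at each. An absolute log2 fold change of at least 1.5 left 93 genes at ZT8 only and 110 of all genes altered at ZT8. The settings added later gave 17 and 27, since shrinkage pulls the changes of noisy genes towards 0. Without a filter, the RORE set at ZT20 passed the threshold with a mean log2 fold change of −0.116, and with at least 10 counts in every sample with −0.201. The second filter removes genes that are nearly absent at ZT8, so that the set is smaller. Under that filter the mean of the GR set at ZT20 reversed to −0.00125, from 0.0721 in the main fit.

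Leaving out 1 sample at a time gave from 542 to 1811 genes at ZT8, from 239 to 656 at ZT20, from 51 to 211 at both, from 489 to 1600 at ZT8 only, from 188 to 476 at ZT20 only, from 305 to 782 at ZT8 only with a 1.5-fold change, and from 493 to 1260 with an interaction. Between time points, it gave from 2865 to 4195 genes in wild-type and from 1566 to 2847 in *Rev-erbα-/-*. The highest ZT8 count came without replicate 1 of the wild-type mice, the lowest without replicate 2. Replicate 1 is the wild-type ZT8 mouse with the lowest acute-phase gene values, and removing it may leave a more uniform group.

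Of 59 results for single genes, 28 were unchanged in every setting and 31 changed in at least 1. Unchanged were the ZT8 results of *Arntl*, *Cdkn1a*, *Ddc*, *Lipc*, *Insig2*, *Nfkbia*, *Cry1* and *Clock*. In the fits that left out 1 sample, 14 rows reversed, 10 became stronger and 81 weaker. In the other settings, none reversed, 18 became stronger and 28 weaker. All reversals were in genes far from the threshold in the main fit. At ZT8, the log2 fold change ranged from −0.141 to 0.0324 for *Nr3c1*, from −0.230 to 0.0140 for *Per2*, from −0.161 to 0.0081 for *Nr1d2*, from −0.0559 to 0.146 for *Hsp90aa1* and from −0.130 to 0.0062 for *Hsp90ab1*. At ZT20, it ranged from −0.0435 to 0.0226 for *Arntl*, from −0.0663 to 0.0779 for *Lipc*, from −0.266 to 0.0551 for *Insig2*, from −0.0087 to 0.477 for *Per3* and from −0.0557 to 0.157 for *Hsp90ab1*. *Adh1* at ZT8 was past the threshold with DESeq2 (−0.317, and −0.305 with shrinkage) and in 2 fits that left out a sample, and not in the main fit. *Gnmt* was past it with DESeq2 (0.443 and 0.406), without a filter (0.440) and in 1 such fit.

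Depth limits the genes that are nearly absent in 1 group. A value of 0 counts in a sample means less than about 0.115 to 0.170 CPM, so that fold changes of genes such as *Rps13-ps2*, *Mab21l3* and *Gm15698* have no firm size. With shrinkage, the log2 fold change of *Gm15698* at ZT8 was 0.515.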

Differences from the paper's values

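The paper states that 25 genes passed a threshold of 1.5 or more at ZT8. In the main fit, 467 genes altered at ZT8 only changed at least 1.5-fold. None of the 23 alternatives set before the files arrived closed the gap, and their counts ranged from 93, with an absolute log2 fold change of at least 1.5, to 782. With DESeq2, shrinkage, the 6 samples of the comparison and an absolute log2 fold change of at least 1.5, the counts were 17 among genes altered at ZT8 only and 27 among all genes altered at ZT8, and these settings were chosen after seeing the values.

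The paper's 846 genes altered at ZT8 stand beside 1110 at ZT8 only in the main fit, which is within 1.5 times. DESeq2 with shrinkage on the 6 samples of each comparison, set before the files arrived, gave 844. The paper's other counts, about 140 genes at both time points and about 580 at ZT20 only in Fig. 8A, read by eye, stand beside 114 and 412, also within 1.5 times. The same DESeq2 setting gave 140 and 575. Of the 20 alternatives, 5 differed from the paper by more than 1.5 times for the genes at ZT8 only. For the genes at both time points and for those at ZT20 only, 11 of 20 did.

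The other values of the paper are ratios of *Rev-erbα-/-* to wild-type liver from the bars of its qRT-PCR, another assay, read by eye and compared with the ratios of the RNA-seq means. For *Adh1* at ZT8, the paper's ratio is about 2.4 in Fig. 8C, read by eye, and the RNA-seq ratio was 0.803. For *Gnmt* at ZT8, the paper's ratio is about 2.4 in Fig. 8C and the RNA-seq ratio 1.36. For *Lipc*, the paper's ratios are about 2.9 at ZT8 and about 2.2 at ZT20 in Fig. 8C, against 1.57 and 1.01. For *Nfkbia*, they are about 2.5 at ZT8 and about 1.7 at ZT20 in Fig. 8D, against 0.694 and 0.763. For each of these 6 ratios, all 19 alternatives set before the files arrived still differed from the paper's value. They gave ratios at ZT8 from 0.793 to 0.813 for *Adh1*, from 1.22 to 1.53 for *Gnmt*, from 1.44 to 1.75 for *Lipc* and from 0.669 to 0.712 for *Nfkbia*. The ratios of *Insig2* at both time points, and of *Adh1* and *Gnmt* at ZT20, did not differ by these criteria.

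The paper describes *Nfkbia* as higher in *Rev-erbα-/-* liver and shows *Adh1* as higher at ZT8. In the RNA-seq counts both were lower at ZT8, with log2 fold changes of −0.527 (adjusted p = 0.00488, edgeR) and −0.316 (adjusted p = 0.0622, edgeR). The paper also counts *Adh1* and *Gnmt* among its genes altered at ZT8 and not at ZT20. In the main fit neither passed the threshold at ZT8, with adjusted p-values of 0.0622 and 0.0695. In DESeq2 on 12 samples *Gnmt* passed it at ZT8 only, and *Adh1* passed it at both time points (adjusted p = 0.00345 at ZT8 and 0.00384 at ZT20). *Nfkbia* passed the threshold at both time points in the main fit, with an adjusted p-value of 0.0469 at ZT20, and is therefore not among the 1110 genes altered at ZT8 only. Its ZT20 result lost the threshold in 9 of the 12 fits that left out a sample. With DESeq2 and shrinkage on 6 samples, *Nfkbia* passed at ZT8 and not at ZT20 (adjusted p = 0.0744), as in the paper's list.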

Other observations

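The acute-phase genes set the wild-type mice at ZT8 apart from each other. The mean log2 CPM of 19 acute-phase genes were 6.30, 9.26 and 9.60 in these 3 mice, and between 5.93 and 6.74 in the other 9 samples. *Saa1* was at 60.8, 4972 and 6489 CPM in them. The list of 19 genes was written after 6 of its genes, among them *Saa1*, *Saa2*, *Orm2*, *Mt1* and *Mt2*, had been seen to be high in 2 wild-type samples. With this mean as a covariate, 564 genes in place of 1224 were altered at ZT8, fewer than the main count divided by 1.5, and an acute-phase response in some wild-type livers may account for part of the ZT8 list. The test is circular to the extent that genes of the list are also tested, and the covariate overlaps with genotype, since high values occur only in wild-type mice. A response that is absent in *Rev-erbα-/-* mice and one unrelated to genotype cannot be told apart with 3 mice.

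Other explanations for the 1224 genes altered at ZT8 were tested too. With libraries thinned to equal depth there were 1226. Spearman's rho across genes between the fold change and GC content was −0.185, close to the cutoff of 0.2, and −0.0571 with transcript length. With multiple alignments as a covariate there were 1523. At ZT20, thinning gave 453 genes, and the correlations were −0.0198 with GC content and 0.0406 with length. Library size and gene length are thus unlikely sources of these lists, and GC content is the least clear of the tested ones.

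*Nr1d1* retained reads in *Rev-erbα-/-* liver, with 71.8 CPM at ZT8 against 100.1 in wild-type, whereas the paper describes its mRNA as absent by qRT-PCR (Fig. 1D). A mislabelled sample was tested by the *Arntl* values at ZT8, a prediction made only after the result was seen. In 3 of 3 *Rev-erbα-/-* samples *Arntl* was above every wild-type sample, which speaks against mislabelling at ZT8. Transcripts from the targeted allele that lack part of the gene may give these reads, but counts per gene cannot test this. Genes altered in the same direction at both time points were not more frequent within 10 Mb of *Nr1d1*, with 1 of 248 genes there and 55 of 13421 elsewhere (Fisher's exact test, p = 0.642). With so few such genes, this test could detect only a strong excess. *Thra*, which overlaps *Nr1d1*, was lower in every *Rev-erbα-/-* mouse at both time points. Its log2 fold change was −1.26 at ZT8 (adjusted p = 6.2e-05, edgeR) and −0.486 at ZT20 (adjusted p = 0.0647), so that it is not counted in the test. A chromosome region carried along with the targeted allele was thus not detected by this test, but a local effect is not excluded.

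*Adh1* and *Nfkbia* were lower in *Rev-erbα-/-* liver at ZT8, in contrast to Fig. 8C,D, in which *Gapdh* served as the qRT-PCR reference. *Gapdh* itself was lower in the *Rev-erbα-/-* counts at ZT8, with 5.55 ± 0.88 against 9.15 ± 2.35 CPM (log2 fold change −0.725, adjusted p = 0.0493, edgeR), on only 89 to 293 reads per mouse. Only uniquely mapped reads are counted, and it was not tested whether *Gapdh* loses reads to near-identical copies. Its counts may therefore not measure its mRNA level. This *Gapdh* result lost the threshold in 10 of the 12 fits that left out a sample, and passed it with DESeq2 on 12 samples (adjusted p = 0.0232). Relative to *Gapdh* counts, the log2 difference became 0.386 for *Adh1* (exact permutation p = 0.2) and 0.172 for *Nfkbia* (exact permutation p = 0.4). The prediction was made after the *Gapdh* result was seen. The sign turned but the genotypes overlapped, so that the reference gene was not shown to explain the sign at ZT8. At ZT20, *Gapdh* counts were higher in *Rev-erbα-/-* liver (4.01 ± 0.40 against 2.88 ± 0.87 CPM; log2 fold change 0.477, adjusted p = 0.371, edgeR), a difference that did not pass the threshold. *Nfkbia* was lower there (log2 fold change −0.390), and division by *Gapdh* would lower it further, whereas Fig. 8D shows it as higher at ZT20 too. If the counts follow *Gapdh* mRNA, the ZT20 values of *Nfkbia* lean against the reference gene as the explanation. They do not exclude it, because this *Gapdh* difference rests on only 42 to 103 reads per mouse. With the acute-phase covariate both stayed negative, at −0.350 for *Adh1* and −0.565 for *Nfkbia*, which is not what that explanation predicted.

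The set of 12 glucocorticoid-induced genes, none of which the paper names, tested whether GR targets rise in *Rev-erbα-/-* liver at ZT8. Their mean log2 fold change was −0.250 at ZT8, with 7 of 12 genes higher, and 0.0721 at ZT20, with 6 of 12 higher, and the difference was −0.322. The camera test of limma, fitted across all genes, gave p-values of 0.473, 0.601 and 0.381. Of the 10 splits, 6 gave a mean as large at ZT8 and 4 at ZT20, and 41 of 100 drawn splits, or 79 of all 200, gave a difference as large. No common shift of these genes was detected. *Tsc22d3* alone passed the threshold in the interaction, with 0.550 at ZT8 and −0.417 at ZT20. *Mt1* and *Mt2*, which are also acute-phase genes, had the lowest values of the set at ZT8 (−2.18 and −2.73). Their wild-type values at ZT8 did not form a group, with *Mt1* at 4.10, 186 and 258 CPM. The negative signs of the ZT8 mean and of the difference rest on *Mt1* and *Mt2*, and 7 of the 12 genes were higher at ZT8.

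The ratio of alignments to more than 1 place to counted reads was related to the summed CPM of the major urinary protein genes over all 12 samples (Pearson's r = 0.904, permutation p = 0.00018, adjusted 0.00108; Spearman's rho = 0.818, permutation p = 0.00206, adjusted 0.00417). Within the 6 ZT8 samples it was 0.944 (exact permutation p = 0.00278, adjusted 0.00417; rho = 1). Within the 6 ZT20 samples it was −0.453 (exact permutation p = 0.364, adjusted 0.437; rho = −0.314). Without the 2 samples farthest from the median, r was 0.760 over all samples, 0.968 at ZT8 and −0.989 at ZT20. In total 6 coefficients were tested. The relation did not hold within ZT20, and reads from these genes are not a sufficient explanation of the ratio.

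The difference in *Nr3c1* mRNA between genotypes did not pass the threshold in these livers at ZT8 (log2 fold change −0.0371, adjusted p = 0.836, edgeR) or at ZT20 (−0.143, adjusted p = 0.475). At ZT20, each *Rev-erbα-/-* mouse (112 to 116 CPM) lay below each wild-type mouse (124 to 127 CPM; exact permutation p = 0.1, the smallest possible). *Nr1d2*, which encodes REV-ERBβ, was at 12.5 ± 1.5 CPM in wild-type and 24.9 ± 9.2 in *Rev-erbα-/-* liver at ZT20 (log2 fold change 0.998, adjusted p = 0.0452, edgeR), higher in 3 of 3 mice. This result lost the threshold in 10 of the 12 fits that left out a sample, and without a filter (adjusted p = 0.0947, edgeR). With DESeq2 on 12 samples it passed (adjusted p = 3.3e-05). *Per1* did not pass the threshold in the main fit (−0.688, adjusted p = 0.159 at ZT8, and −0.569, adjusted p = 0.392 at ZT20). At ZT8 it passed with DESeq2 on 12 samples (adjusted p = 0.0231), with DESeq2 and shrinkage on 6 samples (1.1e-05), with edgeR on 6 samples (adjusted p = 0.00503) and with the replicate block (adjusted p = 0.00840), and at ZT20 with the block (adjusted p = 0.0443). Its values rose with the replicate number in every group, from 63.0 to 76.8 and 83.0 CPM in wild-type and from 42.7 to 45.7 and 49.8 in *Rev-erbα-/-* at ZT8, and from 24.0 to 29.2 and 46.3 and from 15.7 to 22.3 and 29.2 at ZT20. Each *Rev-erbα-/-* value lay below the wild-type value of the same number. The Y-linked genes *Ddx3y*, *Uty*, *Eif2s3y* and *Kdm5d* were expressed in all 12 samples, and *Xist* did not exceed 0.343 CPM in any.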
